# Histological and transcriptome-wide level characteristics of fetal myofiber hyperplasia during the second half of gestation in Texel and Ujumqin sheep

**DOI:** 10.1186/1471-2164-12-411

**Published:** 2011-08-14

**Authors:** Hangxing Ren, Li Li, Hongwei Su, Lingyang Xu, Caihong Wei, Li Zhang, Hongbin Li, Wenzhong Liu, Lixin Du

## Abstract

**Background:**

Whether myofibers increase with a pulsed-wave mode at particular developmental stages or whether they augment evenly across developmental stages in large mammals is unclear. Additionally, the molecular mechanisms of myostatin in myofiber hyperplasia at the fetal stage in sheep remain unknown. Using the first specialized transcriptome-wide sheep oligo DNA microarray and histological methods, we investigated the gene expression profile and histological characteristics of developing fetal ovine longissimus muscle in Texel sheep (high muscle and low fat), as a myostatin model of natural mutation, and Ujumqin sheep (low muscle and high fat). Fetal skeletal muscles were sampled at 70, 85, 100, 120, and 135 d of gestation.

**Results:**

Myofiber number increased sharply with a pulsed-wave mode at certain developmental stages but was not augmented evenly across developmental stages in fetal sheep. The surges in myofiber hyperplasia occurred at 85 and 120 d in Texel sheep, whereas a unique proliferative surge appeared at 100 d in Ujumqin sheep. Analysis of the microarray demonstrated that immune and hematological systems' development and function, lipid metabolism, and cell communication were the biological functions that were most differentially expressed between Texel and Ujumqin sheep during muscle development. Pathways associated with myogenesis and the proliferation of myoblasts, such as calcium signaling, chemokine (C-X-C motif) receptor 4 signaling, and vascular endothelial growth factor signaling, were affected significantly at specific fetal stages, which underpinned fetal myofiber hyperplasia and postnatal muscle hypertrophy. Moreover, we identified some differentially expressed genes between the two breeds that could be potential myostatin targets for further investigation.

**Conclusions:**

Proliferation of myofibers proceeded in a pulsed-wave mode at particular fetal stages in the sheep. The myostatin mutation changed the gene expression pattern in skeletal muscle at a transcriptome-wide level, resulting in variation in myofiber phenotype between Texel and Ujumqin sheep during the second half of gestation. Our findings provide a novel and dynamic description of the effect of myostatin on skeletal muscle development, which contributes to understanding the biology of muscle development in large mammals.

## Background

Texel sheep, a typical "double muscle" breed due to a *GDF8 *mutation [1-3], are now commercially produced throughout the world, with no adverse effects detected by objective assessments of meat quality [4]. However, evidence for an association between g+6723G > A and decreased intramuscular fat and reduced eating quality has been observed [5]. Compared with Texel sheep, indigenous Chinese Ujumqin sheep, with no *GDF8 *mutation [6], are less muscular and have a higher fat content, but they are superior in terms of perceived meat quality. Therefore, these two sheep breeds provide a good natural model for studying muscle and fat development, as well as for identifying myostatin genes.

Prenatal skeletal muscle development is an important determinant of both muscularity and meat quality [7]. In large precocial species such as sheep [8,9] and cattle [10], the maximum myofiber complement of a muscle is achieved prior to birth. More than three waves of myogenic cells appear in sheep, and most myofibers form during the second half of gestation [11,12]. However, whether the myofibers increase with a pulsed-wave mode at certain developmental stages or whether they augment evenly across developmental stages in fetal sheep remains unclear.

Myostatin, a member of the transforming growth factor-β (TGF-β) family, is predominantly expressed and secreted by skeletal muscle and functions as a negative regulator of muscle growth. Mutations in the myostatin gene lead to a hypertrophic phenotype in mice, sheep, cattle, dog, and human [1,3,5,13-18]. The effect of myostatin on gene expression in prenatal muscles at the genome-wide level was recently explored in fetal cattle [19-22], but no studies have been conducted dynamically at multiple fetal stages comparing two pure breeds with extreme phenotypes. A recent mice study demonstrated that myoblasts from embryonic and fetal stages not only had different fusion abilities, proliferation, differentiation and responses to TGF-β, phorbol ester 12-*O*-tetradecanoylphorbol-13-acetate, and bone morphogenetic protein-4 *in vitro*, but they also differed in gene expression profiles [23], indicating that complicated and obvious changes in physiology and biochemistry occur during the prenatal stage *in vivo*. Therefore, investigating the subtle changes of the effect of a myostatin mutation on skeletal muscle development at multiple fetal stages using our experimental model is necessary.

Here, we examined gene expression and myofiber development in Texel and Ujumqin sheep at the transcriptome and histological levels. Our findings contribute to understanding the dynamic effects of myostatin on the biology of prenatal skeletal muscle development in large mammals. The results also provide clues into human myopathy and obesity during prenatal stages. We also identified putative candidate genes that are valuable for meat-quality traits in farm animals.

## Results

### Histological characteristics of ovine fetal skeletal muscle development

We examined the number and diameter of myofibers at each developmental stage in Texel and Ujumqin sheep via histological analysis (hematoxylin and eosin [H and E] staining) (Figures 1 and 2). Significant difference was observed in myofiber diameter between Texel and Ujumqin sheep at each development stage, except at 70 d. However, the myofiber diameter patterns of the two breeds were similar throughout the five developmental stages.

**Figure 1:**
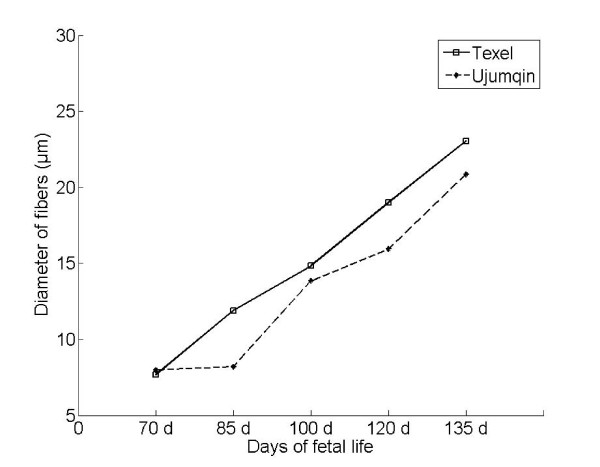
**Changes in muscle fiber diameter throughout the five developmental stages in Texel and Ujumqin sheep**. Longissimus dorsi muscle fiber diameter was examined in cross sections using hematoxylin and eosin staining. At least three animals were used to analyze each development stage in each breed. Photomicrographs of five to eight randomly selected areas were used to calculate the diameter of myofibers in each cross section of muscle examined.

**Figure 2:**
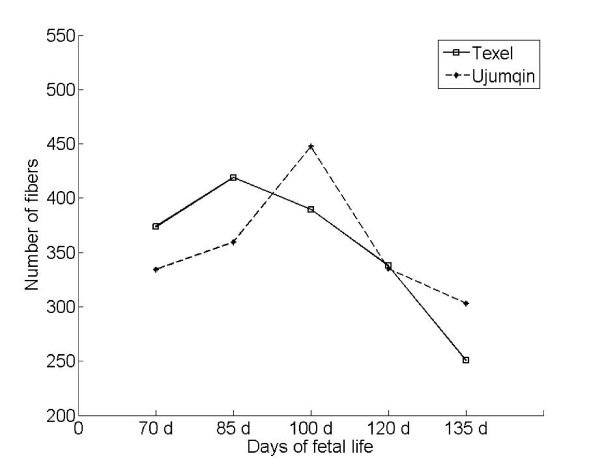
**Changes in muscle fiber number throughout the five developmental stages in Texel and Ujumqin sheep**. Longissimus dorsi muscle fiber number was examined in cross sections using hematoxylin and eosin staining. At least three animals were used to analyze each development stage in each breed. Photomicrographs of five to eight randomly selected areas were used to calculate the total number of myofibers in each cross section of muscle examined.

Unexpectedly, we found that the myofiber hyperplasia profiles differed between Texel and Ujumqin fetuses (Figure 2). The proliferation of myofibers in Texel sheep was fastest at 70 and 85 d, particularly at 85 d, suggesting that this period is vital for muscle development in fetal Texel sheep. Myofiber hyperplasia reached a peak at 100 d in Ujumqin sheep, when the number of myofibers exceeded that of Texel sheep. Notably, with development, the number of myofibers in Texel fetuses recovered to that of Ujumqin fetuses at 120 d, although myofiber hypertrophy in Texel sheep was greater than that in Ujumqin sheep at this stage. Therefore, a new wave of myogenesis most probably occurs at 120 d in Texel sheep, given that the number of myofibers increased in Ujumqin sheep during this period.

Additionally, many small-diameter fibers occurred in the muscle at 135 d in both breeds. The small fibers could be due either to intrafascicular terminations [24] or have been generated by the fusion of myoblasts during the period investigated. Therefore, to explore the myogenic potential in the two breeds of sheep, we identified Pax7-positive cells in skeletal muscle at 135 d using immnofluorescence staining (IFS) and found that the ratio of the number of Pax7-positive cells (myoblasts or satellite cells) to the fibers on each muscle slide was significantly higher in the Texel fetuses than in the Ujumqin fetuses (Figure 3). In combination with Figure 2, this observation suggests that a period of 100-120 d is another new proliferative stage for myofiber hyperplasia in Texel sheep. Higher numbers of Pax7-positive cells were correlated with a higher muscle mass in Texel sheep during both the prenatal and postnatal stages.

**Figure 3:**
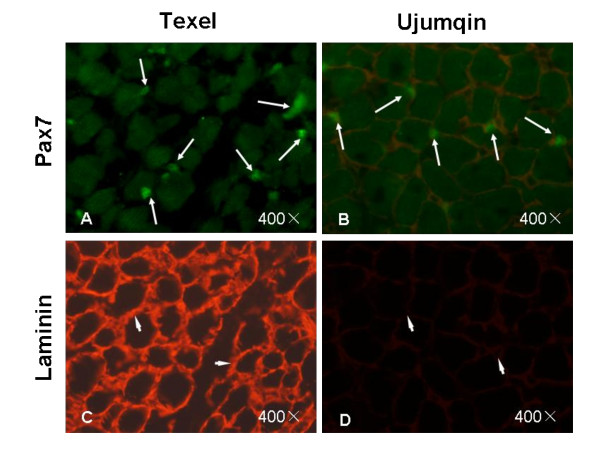
**Identification of Pax7-positive cells in longissimus dorsi muscle by immunofluorescence staining**. Longissimus tissue sections were stained with fluorescent antibodies Pax7 (green) and laminin (red) at 135 d of gestation, respectively. A-D are the same frozen section stained with the two different fluorescent antibodies (400×). The corresponding antigens in muscle are indicated by an arrow (Pax7) and an arrowhead (laminin).

### Microarray experiment

A mean transcript sequence identity of 97% was found between ovine and bovine orthologs, which probably highlights the utility of the microarray technique with ovine samples [25]. However, some no-reporting probe sets were found, partly because of the poor performance of the probe sets with samples from a related species. The best way to resolve this type of problem is to use a species-specific microarray. In the present study, we applied the first specialized and standardized transcriptome-wide sheep oligo DNA microarray (Agilent Sheep Gene Expression Microarray; Agilent Technologies, Santa Clara, CA, USA). 

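Longissimus dorsi RNA from 31 fetuses was labelled with Cy3 and hybridized to 1-colour Agilent sheep arrays, 1 array per fetus, and the scanner output of Feature Extraction was deposited for each array beside a table of normalized values. The arrays covered 3 Texel and 3 Ujumqin fetuses at 70, 85, 120 and 135 d of gestation and 4 Texel and 3 Ujumqin fetuses at 100 d, and their number limits the precision of every comparison. The paper's methods give 3 ewes per breed and stage, so some of the 4 T100 fetuses may share a dam. The labels do not name the dam, and the 4 were treated as independent. Each array held 15208 spots that were not controls, for 15008 different probes. The median processed signal per array ranged from 233.6 to 708.3, with a median of 475.9 over the 16 Texel arrays and 441.7 over the 15 Ujumqin arrays. Feature Extraction had subtracted the background from this signal on each array without any scaling between arrays. Spots marked as outliers were left out, repeated spots of a probe were averaged, and the signals of the 31 arrays were brought to the same distribution by the quantile method, given a floor of 1 and converted to a base-2 logarithm. A total of 14379 probes were well above background on at least 1 of the 31 arrays and were tested. The breeds were compared at each stage by limma on the arrays of that stage alone, with p-values adjusted over all tested probes by the Benjamini-Hochberg method. Differences are given as Texel minus Ujumqin on the log2 scale. Against 3 fetuses of each breed, an exact permutation test cannot go below a two-sided p of 0.1, so for single probes the limma result is given with the overlap between the breeds. The 40 deposited arrays came from 5 slides, and each slide was scanned as 1 batch. The labels give the sex of each fetus, and all 3 T120 fetuses are male and all 3 U120 fetuses female.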

Due to improvements in species specificity, the average detectable rate of all probe sets reached 87.83% (Additional file 1), which enabled us to capture the subtle changes in gene expression.

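Over the 31 fetal arrays, 87.6% ± 2.30 (SD, n = 31) of the spots that were not controls were marked by Feature Extraction as well above background. The share ranged from 81.3% to 90.9% between arrays. By stage and breed the mean lay between 84.4% ± 2.64 (SD, n = 3) in T135 and 89.7% ± 0.737 (SD, n = 4) in T100. The share depended most on the flag, since 94.3% ± 1.55 (SD, n = 31) of the same spots were marked as positive and significant. With the control spots included it was 85.3% ± 2.25 (SD, n = 31).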

A pool of differentially expressed (DE) probes from the two groups was used for a systematic hierarchical clustering to gain insight into the transcriptome-wide similarities among all 31 individuals investigated (Figure 4). We found that individuals at the same developmental stage were clustered together regardless of their genetic background, indicating that differences derived during development were larger than those from the genetic backgrounds between the breeds.

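The pool was rebuilt as the probes whose level differed between stages within either breed by limma's F test at an adjusted p under 0.05, which gave 5546 probes in Texel, 6339 in Ujumqin and 8036 in either, of which 7700 had a value on all 31 arrays. For 25 of the 31 arrays, the most correlated other array came from the same stage. With all 13709 probes that had no missing value, which were not selected for a change with stage, this held for 23 arrays. Permuting the stage labels within breed gave a median of 4 such arrays over all these probes and at most 18 in 100000 permutations (permutation test, one-sided p = 1e-05, the smallest that 100000 permutations can give). Of the summed squares around each probe's mean, 62.9% lay between stages, 12.1% between the breeds within stages and 25.1% between fetuses of the same breed and stage. With all 13709 probes the stage share was 49.0% and the breed share 14.7%. Permuting breed labels within stages gave a median of 9.84% for the latter (one-sided permutation p = 2e-05), so it was larger than under random assignment. An average-linkage tree joined the 12 arrays of 70 and 85 d in one branch and the 12 arrays of 120 and 135 d in another, apart from those of 100 d. The nearest array was of the same breed for 28 of the 31 arrays, over the pool and over all probes (median of 13 under permutation, one-sided permutation p = 3e-05). It lay on the same slide for 25 arrays. The permutation did not keep the slides together, so slide and breed cannot be told apart for this count. Slide and stage overlapped, and slide alone took 57.3% of the summed squares. Stage added 13.7% after slide and slide added 8.17% after stage. Breed within stage added 9.77% after slide. From the grouping of individuals by stage, the paper concludes that differences arising during development exceed those between the genetic backgrounds of the breeds.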

**Figure 4:**
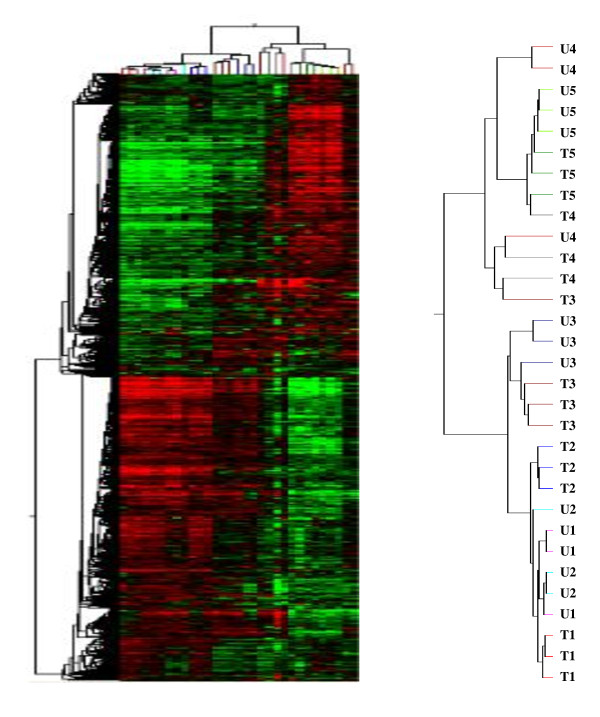
**Hierarchical clustering between the differentially expressed genes and individuals from the two sheep breeds**. Clustering was performed using GeneSpring 10.0. A one-way analysis of variance was applied to two within-breed contrasts across developmental time. A pool of the differentially expressed probes from the two groups was used for system hierarchical clustering to clarify the transcriptome-wide similarities among all 31 individuals investigated.

### Gene expression in skeletal muscle at various developmental stages between breeds

According to the primary functions of different genes including muscle, lipid, and the immune system, we visualized the data on MA and bar plots (Figures 5 and 6). Combined with Figures 1 and 2, Figure 6 also suggests the phenotypic profile in muscle and the profile of a given category of DE genes at different developmental stages. The biological functions and canonical pathways were explored at various developmental stages in Texel and Ujumqin sheep (Tables 1, 2, 3, 4 and 5). The partial DE genes in the two breeds of sheep at various developmental stages are listed in Tables 6 and 7 (the full set of differential genes at each developmental stage between the breeds is listed in Additional files 2, 3, 4, 5 and 6).

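Tables 6 and 7 hold 65 comparisons of a probe at a stage, and all 65 had the direction given there when recomputed from the arrays. At an unadjusted p under 0.05 with a change of 2-fold or more, limma placed 65 of the 65 past the threshold and the test named in the methods 63, the exceptions being SNX10 and CEBPB at 120 d, for each of which 1 of the 3 T120 spots was marked as an outlier. The breeds did not overlap in 61 of these comparisons, which had been chosen for their change on the same arrays. After adjustment over all 14379 probes, 5 comparisons had an adjusted p under 0.05, namely SELI at 70 d, EEF1A2 at 70 and 85 d, and XIST and USP9Y at 120 d. The median adjusted p over the 65 was 0.192 and the largest 0.678. With any 1 array left out, 59 stayed past the unadjusted threshold each time. In 10 comparisons no array of the dimmer breed was well above background, and the fold is then a lower bound, computed against the lowest signal marked as well above background on those arrays. One fit over all 10 groups of breed and stage, which shares the estimate of the spread, gave 31 comparisons an adjusted p under 0.05. SELI (probe A_70_P069356) stood at 5.07 ± 0.26 (SD, n = 3) in T70 and 9.00 ± 0.08 (SD, n = 3) in U70 on the log2 scale, a difference of −3.93 (standard error 0.17, adjusted p = 0.000835).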

**Figure 5:**
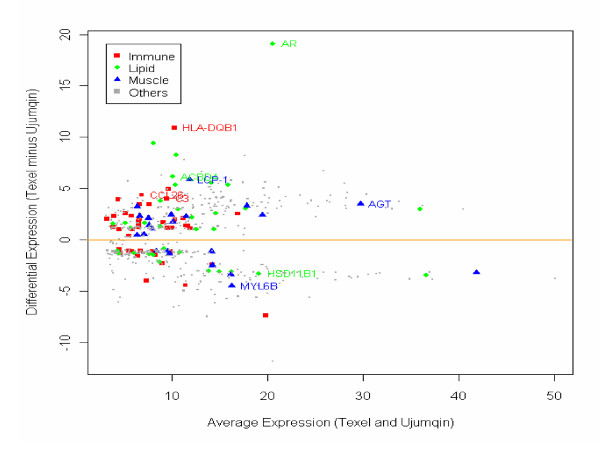
**MA plot for differential genes in Texel and Ujumqin sheep**. Genes expressed more highly in Ujumqin sheep are on the bottom, and genes expressed more highly in Texel sheep are on top. Genes involved in muscles, lipids, and the immune system are denoted by blue triangles, green circles, and red rectangles, respectively. For example, *HLA-DQB1 *and *AR *were highly expressed in Texel, whereas *MYL6B *was highly expressed in Ujumqin sheep. Other genes expressed differentially are denoted by gray rectangles.

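MYL6B (probe A_70_P018086) was higher in Ujumqin at 70 d, with a log2 signal of 16.07 ± 0.20 (SD, n = 3) in T70 against 17.31 ± 0.25 (SD, n = 3) in U70, a difference of −1.23 (standard error 0.19, adjusted p = 0.0715) without overlap between the breeds. It did not pass the adjusted threshold. Its differences at the other 4 stages lay between −0.20 and 0.21, with overlap between the breeds at each. The breed effect of MYL6B differed between the stages by limma's F test over the 10 groups (adjusted p = 0.0179).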

**Figure 6:**
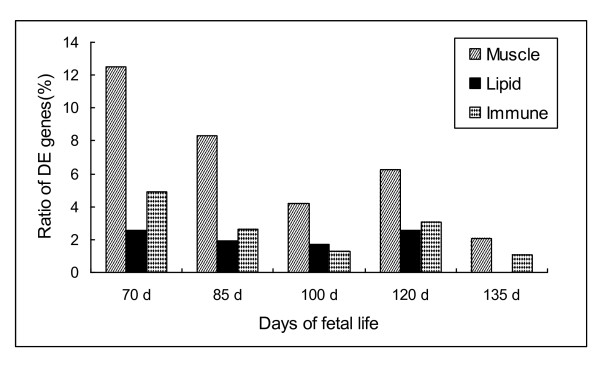
**Abundance of primary functional clustering of differentially expressed genes**. Counts of genes involved in muscles, lipids, and the immune system are represented by the ratio of functional categories relative to the total number of genes that exists in the microarray chip for each of those categories, respectively. The ratio illustrates the abundance of different clusters of differentially expressed genes between Texel and Ujumqin sheep at five developmental stages (70, 85, 100, 120, and 135 d of gestation).

**Table 1:** Summary of the differentially expressed genes between T70 and U70 using IPA

Top Bio Functions		
Diseases and Disorders		
Name	p-value^1^	Molecules^2^
*Cance*r^4^	5.82E-08-.93E-03	51
*Cardiovascular Disease*^4^	2.61E-06-7.93E-03	19
Developmental Disorder	2.61E-06-7.93E-03	12
Hypersensitivity Response	8.91E-06-7.93E-03	8
Inflammatory Response	1.05E-05-7.93E-03	25
**Molecular and Cellular Functions**		
**Name**	**p-value**	**Molecules**
Cell-To-Cell Signaling and Interaction	1.77E-06-7.93E-03	32
Cellular Movement	8.91E-06-7.93E-03	25
Lipid Metabolism	9.16E-06-7.93E-03	25
Molecular Transport	9.16E-06-7.93E-03	28
Small Molecule Biochemistry	9.16E-06-7.93E-03	30
**Physiological System Development and Function**		
**Name**	**p-value**	**Molecules**
Tissue Development	1.77E-06-7.93E-03	24
Hematological System Development and Function	7.13E-06-7.93E-03	22
Hematopoiesis	8.91E-06-7.93E-03	9
Immune Cell Trafficking	8.91E-06-7.93E-03	19
Skeletal and Muscular System Development and Function	2.68E-05-7.93E-03	18
**Top Canonical Pathways**		
**Name**	**p-value**	**Ratio^3^**
Acute Phase Response Signaling	2.2E-03	6/178 (0.034)
Glycolysis/Gluconeogenesis	7.65E-03	4/142 (0.028)
*N*-Glycan Biosynthesis	9.44E-03	3/93 (0.032)
Calcium Signaling	1.17E-02	5/204 (0.025)
CXCR4 Signaling	3.31-02	4/169 (0.024)

1. The p-value was calculated using a right-tailed Fisher's exact test. 2. The number of genes enriched in corresponding functions. 3. The ratio was calculated as the number of genes from our data set that overlap with the canonical pathway in question divided by the total number of genes represented in that canonical pathway.

4. Italicized terms such as "*Cancer*" and "*Cardiovascular Disease*" represent a biased annotation or are not related to the aim of the study.

IPA version: 8.7 (release date: 09-17-2010)

Content version: 3202 (release date: 07-07-2010)

Reference set: Ingenuity knowledge base (genes only)

Relationships to include: direct and indirect

Includes endogenous chemicals

Filter summary: Consider all molecules and/or relationships

**Table 2:** Summary of the differentially expressed genes between T85 and U85 using IPA

Top Bio Functions		
Diseases and Disorders		
Name	p-value^1^	Molecules^2^
*Cancer*^4^	2.37E-07-1.98E-02	35
Inflammatory Response	3.15E-06-2.00E-02	23
Developmental Disorder	1.37E-05-1.94E-02	8
Skeletal and Muscular Disorder	5.76E-05-1.85E-02	33
Genetic Disorder	5.77E-05-2.00E-02	54
**Molecular and Cellular Functions**		
**Name**	**p-value**	**Molecules**
Cell-To-Cell Signaling and Interaction	3.46E-05-2.00E-02	23
Lipid Metabolism	2.49E-04-2.00E-02	16
Molecular Transport	2.49E-04-2.00E-02	14
Small Molecule Biochemistry	2.49E-04-2.00E-02	18
*Drug Metabolism*^4^	3.71E-04-2.00E-02	5
**Physiological System Development and Function**		
**Name**	**p-value**	**Molecules**
Hematological System Development and Function	3.46E-05-2.00E-02	17
*Endocrine System Development and Function*^4^	3.71E-04-1.98E-02	5
*Visual System Development and Function*^4^	3.71E-04-3.71E-04	2
Hematopoiesis	3.72E-04-2.00E-02	8
Immune Cell Trafficking	3.72E-04-1.98E-02	16
**Top Canonical Pathways**		
**Name**	**p-value**	**Ratio^3^**
Glycolysis/Gluconeogenesis	1.34E-04	5/142 (0.035)
Fructose and Mannose Metabolism	2.19E-04	4/145 (0.028)
Pentose Phosphate Pathway	9.13E-04	3/89 (0.034)
Dendritic Cell Maturation	1.31E-03	5/188 (0.027)
VEGF Signaling	9.55E-03	3/99 (0.03)

Symbols and analytical settings are the same as in Table 1.

**Table 3:** Summary of differentially expressed genes between T100 and U100 using IPA

Top Bio Functions		
Diseases and Disorders		
Name	p-value^1^	Molecules^2^
*Respiratory Disease*^4^	7.71E-05-2.60E-02	3
Metabolic Disease	1.05E-04-2.51E-02	8
Hypersensitivity Response	2.08E-04-2.51E-02	3
Inflammatory Response	2.08E-04-3.57E-02	11
*Cancer*^4^	5.03E-04-1.92E-02	14
**Molecular and Cellular Functions**		
**Name**	**p-value**	**Molecules**
Lipid Metabolism	2.91E-11-3.57E-02	16
Small Molecule Biochemistry	2.91E-11-3.57E-02	21
Vitamin and Mineral Metabolism	2.91E-11-2.60E-02	16
Molecular Transport	8.41E-06-3.57E-02	19
Cellular Movement	2.08E-04-3.57E-02	5
**Physiological System Development and Function**		
**Name**	**p-value**	**Molecules**
Hematological System Development and Function	2.08E-04-3.57E-02	11
Immune Cell Trafficking	2.08E-04-3.57E-02	9
Lymphoid Tissue Structure and Development	2.08E-04-3.57E-02	4
Tissue Development	4.79E-04-3.57E-02	9
Hematopoiesis	6.96E-04-3.57E-02	6
**Top Canonical Pathways**		
**Name**	**p-value**	**Ratio^3^**
T-Helper Cell Differentiation	2E-03	3/72 (0.042)
Inositol Metabolism	3.73E-03	3/97 (0.031)
Biosynthesis of Steroids	5.98E-03	2/128 (0.016)
EIF2 Signaling	3.89E-02	2/103(0.019)
VEGF Signaling	3.98E-02	2/99 (0.02)

Symbols and analytical settings are the same as in Table 1.

**Table 4:** Summary of differentially expressed genes between T120 and U120 using IPA

Top Bio Functions		
Diseases and Disorders		
Name	p-value^1^	Molecules^2^
Hypersensitivity Response	9.54E-06-1.19E-02	7
Inflammatory Response	9.54E-06-1.19E-02	18
*Cancer*^4^	3.78E-05-1.19E-02	41
Hematological Disease	5.66E-05-1.19E-02	7
Immunological Disease	5.66E-05-1.19E-02	7
**Molecular and Cellular Functions**		
**Name**	**p-value**	**Molecules**
Cell-To-Cell Signaling and Interaction	9.54E-06-1.19E-02	17
Lipid Metabolism	1.16E-05-1.19E-02	16
Small Molecule Biochemistry	1.16E-05-1.19E-02	20
Carbohydrate Metabolism	3.54E-05-1.19E-02	5
*Drug Metabolism*^4^	3.54E-05-1.19E-02	10
**Physiological System Development and Function**		
**Name**	**p-value**	**Molecules**
Hematological System Development and Function	9.54E-06-1.19E-02	23
Immune Cell Trafficking	9.54E-06-1.19E-02	13
Nervous System Development and Function	1.69E-05-1.19E-02	8
Tissue Development	1.69E-05-1.19E-02	13
*Reproductive System Development and Function*^4^	7.17E-05-1.19E-02	10
**Top Canonical Pathways**		
**Name**	**p-value**	**Ratio^3^**
*Altered T Cell and B Cell Signaling in Rheumatoid Arthritis*^4^	1.54E-04	5/91 (0.055)
NF-kB Signaling	1.87E-03	5/155 (0.032)
Autoimmune Thyroid Disease Signaling	2.77E-03	3/61 (0.049)
*Atherosclerosis Signaling*^4^	2.92E-03	4/113 (0.035)
Taurine and Hypotaurine Metabolism	3.53E-03	2/47 (0.043)

Symbols and analytical settings are the same as in Table 1.

**Table 5:** Summary of differentially expressed genes between T135 and U135 using IPA

Top Bio Functions		
Diseases and Disorders		
Name	p-value^1^	Molecules^2^
*Cancer*^4^	9.23E-06-2.87E-02	7
*Reproductive System Disease*^4^	9.23E-06-6.44E-03	7
Genetic Disorder	3.22E-03-2.87E-02	5
Immunological Disease	3.22E-03-3.22E-03	1
Infection Mechanism	3.22E-03-4.11E-02	4
**Molecular and Cellular Functions**		
**Name**	**p-value**	**Molecules**
Cell Cycle	5.50E-04-2.87E-02	3
Cell Death	1.04E-03-2.43E-02	8
Cell-To-Cell Signaling and Interaction	3.22E-03-4.42E-02	5
Cellular Assembly and Organization	3.22E-03-4.42E-02	7
Cellular Compromise	3.22E-03-4.42E-02	3
**Physiological System Development and Function**		
**Name**	**p-value**	**Molecules**
Embryonic Development	5.50E-04-2.55E-02	5
Tissue Development	5.50E-04-4.11E-02	7
Hematological System Development and Function	2.47E-03-4.42E-02	7
Cell-mediated Immune Response	3.22E-03-4.42E-02	2
Nervous System Development and Function	3.22E-03-6.44E-03	2
**Top Canonical Pathways**		
**Name**	**p-value**	**Ratio^3^**
LPS/IL-1-mediated Inhibition of RXR Function	3.61E-03	4/216 (0.019)
Histidine Metabolism	1.26E-02	2/120 (0.017)
PXR/RXR Activation	2.2E-02	2/91 (0.022)
Arginine and Proline Metabolism	2.68E-02	2/183 (0.011)
Glycerolipid Metabolism	4.51E-02	2/156 (0.013)

Symbols and analytical settings are the same as in Table 1.

**Table 6:** Examples of downregulated genes between Texel and Ujumqin sheep at the same developmental stage

Probe Name	Genbank Accession Number	Gene	Fold Change	Developmental stage
A_70_P069356	EE752033	*Homo sapiens *selenoprotein I (SELI)	15.35	70 d
A_70_P016291	EE793140	*Homo sapiens *Rho-related BTB domain containing 3 (RHOBTB3)	5.16	70 d
A_70_P006561	EE781286	*Homo sapiens *nucleolar protein 7 (NOL7)	4.54	70 d
A_70_P004621	EE863207	*Homo sapiens *signal transducer and activator of transcription 3 (STAT3)	2.38	70 d
A_70_P001706	FE033261	*Homo sapiens *aldolase A, fructose-bisphosphate, transcript variant 1 (ALDOA)	2.28	70 d
A_70_P056812	NM_001009763	*Homo sapiens *leptin receptor (LEPR)	2.24	70 d
A_70_P005526	CO202686	*Homo sapiens *stathmin-like 2 (STMN2)	8.23	85 d
A_70_P016291	EE793140	*Homo sapiens *Rho-related BTB domain containing 3 (RHOBTB3)	5.99	85 d
A_70_P068196	EE779349	*Homo sapiens *trefoil factor 3 (TFF3)	5.19	85 d
A_70_P039551	NM_001009266	*Homo sapiens *proopiomelanocortin (POMC)	5.00	85 d
A_70_P037096	EE773353	*Homo sapiens *phosphoinositide-3-kinase, regulatory subunit 1 (alpha) (PIK3R1), transcript variant 2	2.77	85 d
A_70_P001731	EE780294	*Homo sapiens *trafficking protein, kinesin-binding 1 (TRAK1)	8.04	100 d
A_70_P017916	EE828626	*Homo sapiens *S100 calcium-binding protein A11(S100A11)	8.03	100 d
A_70_P032741	CF116713	*Bos taurus *defensin, beta (DEFB)	7.09	100 d
A_70_P001411	EE873259	*Bos taurus *secretoglobin, family 1D, member 2 (SCGB1D2)	5.59	100 d
A_70_P039326	NM_001009410	*Homo sapiens *thyroid-stimulating hormone receptor (TSHR)	4.50	100 d
A_70_P045271	EE788300	*Homo sapiens *paraoxonase 1 (PON1)	4.01	100 d
A_70_P068131	DQ152973	*Homo sapiens *lymphoid enhancer-binding factor1 (LEF-1)	2.23	100 d
A_70_P035741	FE033512	*Bos taurus *X (inactive)-specific transcript (XIST), noncoding RNA	65.59	120 d
A_70_P005526	CO202686	*Homo sapiens *stathmin-like 2 (STMN2)	21.27	120 d
A_70_P018856	EE791277	*Homo sapiens *ATP-binding cassette, subfamily B (MDR/TAP), member 4 (ABCB4)	15.37	120 d
A_70_P024811	EE777383	*Homo sapiens *epithelial cell adhesion molecule (EPCAM)	7.16	120 d
A_70_P019481	EE828813	*Homo sapiens *transformation/transcription domain-associated protein (TRRAP)	4.92	120 d
A_70_P030147	NM_001009261	*Homo sapiens *prion protein 2 (doublet) (PRND)	4.84	120 d
A_70_P025536	FE022583	*Homo sapiens *glutamate receptor, metabotropic 8 (GRM8)	4.62	120 d
A_70_P051317	NM_001009479	*Homo sapiens *natriuretic peptide precursor C (NPPC)	4.46	120 d
A_70_P030402	NM_001093787	*Homo sapiens *kallikrein 1 human (KLK1)	4.37	120 d
A_70_P051037	NM_001009451	*Homo sapiens *solute carrier family 2 (facilitated glucose/fructose transporter), member 5 (SLC2A5)	8.14	135 d
A_70_P035536	DY520412	*Homo sapiens *ankyrin repeat domain 1 (cardiac muscle) (ANKRD1)	5.37	135 d
A_70_P016291	EE793140	*Homo sapiens *Rho-related BTB domain containing 3 (RHOBTB3)	4.14	135 d

Differentially expressed probes were detected from five *t*-test analyses using GeneSpring 10.0 (Agilent Technologies).

1. Original probe name in microarray analysis. 2. GenBank Accession Number of expressed sequence tags provided by the manufacturer according to the specific probe name. 3. The highly homologous human sequences acquired using BLASTN search in NCBI (search setting: query coverage not less than 50%, E-value less than 1.00E-100).

**Table 7:** Examples of upregulated genes between Texel and Ujumqin sheep at the same developmental stage

Probe Name^1^	GenBank^2 ^Accession Number	Gene^3^	Fold Change	Developmental Stage
A_70_P046666	EE795873	*Homo sapiens *eukaryotic translation elongation factor 1 alpha 2 (EEF1A2)	8.92	70 d
A_70_P011966	FE031658	*Homo sapiens *transmembrane channel-like protein 5 (TMC5)	6.74	70 d
A_70_P019721	EE787688	*Homo sapiens *complement component 4-binding protein, alpha (C4BPA)	6.64	70 d
A_70_P024986	EE825499	*Homo sapiens *CD8a molecule, complete cds (CD8A)	6.06	70 d
A_70_P003451	CU652121	*Homo sapiens *cardiomyopathy-associated 5 (CMYA5)	4.09	70 d
A_70_P046666	EE795873	*Homo sapiens *eukaryotic translation elongation factor 1 alpha 2 (EEF1A2)	16.21	85 d
A_70_P063416	EE775784	*Homo sapiens *fructose-1,6-bisphosphatase 2 (FBP2)	10.39	85 d
A_70_P037371	EE776937	*Homo sapiens *actinin, alpha 3 (ACTN3)	7.83	85 d
A_70_P054756	EE791183	*Homo sapiens *apolipoprotein C-II (APOC2)	6.29	85 d
A_70_P055056	EE768552	*Homo sapiens *proteoglycan 3 (PRG3)	6.03	85 d
A_70_P050846	CU651713	*Homo sapiens *myosin, heavy chain 1, skeletal muscle, adult (MYH1)	5.60	85 d
A_70_P019721	EE787688	*Homo sapiens *complement component 4-binding protein, alpha (C4BPA)	4.00	85 d
A_70_P017031	L08792	*Homo sapiens *major histocompatibility complex, class II, DQ beta 1 (HLA-DQB1)	131.77	100 d
A_70_P044801	EE862627	*Homo sapiens *chemokine ligand 26-like protein (CCL26)	10.16	100 d
A_70_P024246	EE859238	*Homo sapiens *pyruvate dehydrogenase kinase, isozyme 4 (PDK4)	5.85	100 d
A_70_P057421	EE784201	*Homo sapiens *MAK16 homolog (*S. cerevisiae*) (MAK16)	5.22	100 d
A_70_P070736	EE824836	*Homo sapiens *thioredoxin reductase mRNA (TXNRD1)	5.20	100 d
A_70_P011371	EE813532	*Homo sapiens *isopentenyl-diphosphate delta isomerase 1 (IDI1)	4.25	100 d
A_70_P017031	L08792	*Homo sapiens *major histocompatibility complex, class II, DQ beta 1 (HLA-DQB1)	1389.16	120 d
A_70_P066011	FE028749	*Homo sapiens *ubiquitin-specific peptidase 9, Y-linked (USP9Y)	670.44	120 d
A_70_P066386	EE851120	*Homo sapiens *guanylate-binding protein 2, interferon-inducible (GBP2)	76.81	120 d
A_70_P052621	EE778111	*Homo sapiens *pyrophosphatase (inorganic) 1 (PPA1)	14.06	120 d
A_70_P065251	EE748701	*Homo sapiens *CD48 molecule (CD48)	9.68	120 d
A_70_P044801	EE862627	*Homo sapiens *chemokine ligand 26-like protein (CCL26)	7.26	120 d
A_70_P035891	EE805356	*Homo sapiens *sorting nexin 10 (SNX10)	5.93	120 d
A_70_P000126	EE807554	*Homo sapiens *guanylate-binding protein 4 (GBP4)	4.97	120 d
A_70_P016471	EE829459	*Homo sapiens N*-myc upstream-regulated 1 (NDRG1)	4.40	120 d
A_70_P039346	NM_001009789	*Homo sapiens *prostaglandin F receptor (FP) (PTGFR)	4.32	120 d
A_70_P011531	EE776172	*Homo sapiens *CCAAT/enhancer-binding protein (C/EBP), beta (CEBPB)	4.14	120 d
A_70_P045436	EE827672	*Homo sapiens *glutathione *S*-transferase theta 1 (GSTT1)	4.13	120 d
A_70_P025036	EE746884	*Homo sapiens *regulator of G-protein signaling 1 (RGS1)	11.22	135 d
A_70_P049266	EE815004	*Bos taurus *mRNA for T-cell receptor alpha chain, leader sequence, variable and joining region (TRA2)	7.06	135 d
A_70_P030156	NM_001009735	*Homo sapiens *ISG15 ubiquitin-like modifier (ISG15)	4.28	135 d
A_70_P030132	NM_001104930	*Homo sapiens *receptor (chemosensory) transporter protein 4 (RTP4)	4.20	135 d
A_70_P001016	FE027322	*Homo sapiens *eukaryotic translation initiation factor 2, subunit 2 beta (EIF2S2)	3.52	135 d

Differentially expressed probes were detected from five *t*-test analyses using GeneSpring 10.0 (Agilent Technologies).

1. Original probe name in the microarray analysis. 2. The GenBank Accession Number of expressed sequence tags provided by the manufacturer according to the specific probe name. 3. The highly homologous human sequences acquired by a BLASTN search in NCBI (search setting: query coverage not less than 50%, E-value less than 1.00E-100).

#### T70 vs. U70

The rapid increase in total muscle fiber number in the ovine fetus begins at 70 d [11,12]. 

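The comparison of the 3 T70 with the 3 U70 fetuses gave 462 probes with an unadjusted p under 0.05 and a change of 2-fold or more by limma, and 248 by the test named in the paper's methods. At the other stages these counts were 292 and 131 at 85 d, 207 and 104 at 100 d, 559 and 165 at 120 d, and 302 and 108 at 135 d. An adjusted p under 0.05 with a change of 2-fold or more was reached by 15 probes at 70 d, 3 at 85 d, 2 at 100 d, 5 at 120 d and 4 at 135 d by limma, and by 0 at each stage by the test of the methods. The methods add an FDR under 0.4 to the threshold. With an adjusted p under 0.4, p under 0.05 and 2-fold, the test of the methods gave 166, 0, 24, 1 and 0 probes at the 5 stages in order of age. Background correction by normexp, with an offset of 50 added to the signals, moved limma's unadjusted count at 70 d most, to 61 probes. The offset lowers the fold changes of dim probes, and its part in this fall was not tested. Each breed's arrays of 70 d lay on a slide of their own, so breed and slide cannot be told apart within this stage. With any 1 of the 6 arrays of 70 d left out, between 2 and 6 probes passed the adjusted threshold. Among these 15 was A_70_P011946, annotated as ADD3, with a log2 signal of 10.24 ± 0.44 (SD, n = 3) in T70 and 3.87 ± 0.33 (SD, n = 3) in U70, where 1 of 3 arrays was well above background, a difference of 6.37 (standard error 0.27, adjusted p = 0.000835). At later stages it was as high in some Ujumqin fetuses, at 10.02 in U85 replicate 3, 10.11 in U100 replicate 1, and 10.14 and 10.02 in U135 replicates 1 and 3. T120 replicate 1 was low, at 3.00, while the other Texel fetuses were high and the other Ujumqin fetuses low. Its level was thus not set by breed alone.

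**Figure D1:**
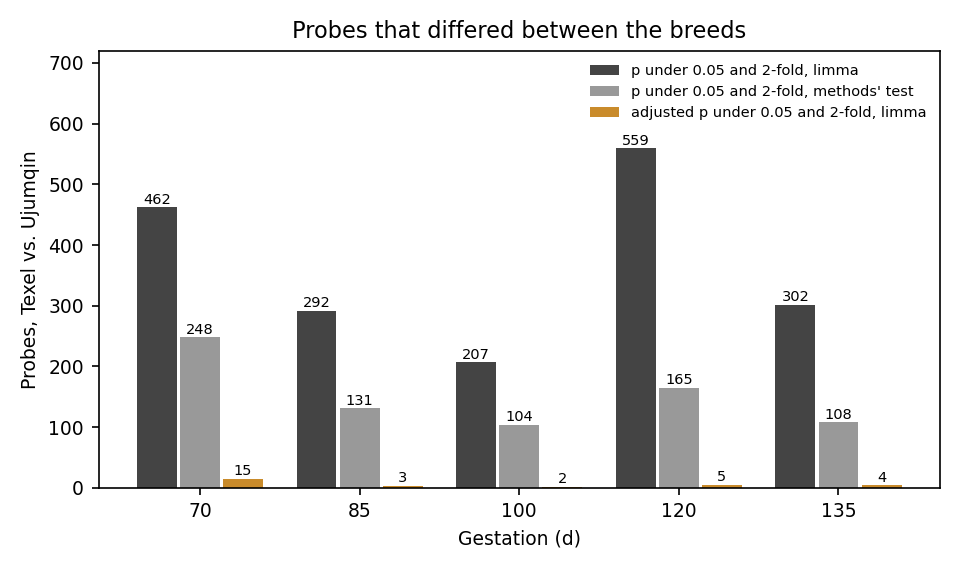
Probes that differed between Texel and Ujumqin at each stage of gestation, by threshold and test. Dark and light bars count probes with an unadjusted p under 0.05 and 2-fold or more, from 207 to 559 by limma and from 104 to 248 by the test of the methods, and the third bars count the 2 to 15 probes with an adjusted p under 0.05.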

We found that the number of DE genes was highest at this stage compared with other stages: 207 probe sets, including 155 known genes and 50 expressed sequence tags (ESTs) were differentially expressed in the T70 and U70 samples. Compared with U70, 82 genes were upregulated and 73 genes were downregulated in T70. 

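Of the 462 probes at the unadjusted threshold at 70 d, 230 were higher in T70 and 232 in U70, and of the 15 that passed adjustment 6 were higher in T70 and 9 in U70. This balance depended on the scaling. Dividing each array by its 75th percentile gave 408 probes higher in T70 and 131 higher in U70, with 70 and 10 after adjustment. The median log2 difference of all probes at this stage was 0.00939 after quantile normalization and 0.0623 after scaling to the 75th percentile. Probes rather than genes were counted, since 1605 of the 15008 probes carry a gene name in the files.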

A gene ontology analysis by DAVID revealed that these upregulated genes encoded cell activation, negative regulation of apoptosis, positive regulation of peptidyl-tyrosine phosphorylation, and vesicle-mediated transport. Genes that were downregulated encoded hexose catabolism, monosaccharide catabolism, postembryonic development, alcohol catabolism, and lipid biosynthesis.

To ascertain whether some molecular events or cascades were associated with the process of skeletal muscle development, we identified four canonical pathways by DAVID and the IPA platforms, which are involved in myogenesis and muscle metabolism, including the glycolysis/gluconeogenesis pathway, *N*-glycan biosynthesis, calcium signaling, and chemokine (C-X-C motif) receptor 4 (CXCR4) signaling).

We also revealed through IPA software that genes associated with the skeletal and muscular system development and function, as well as lipid metabolism, were top biological functions (Table 1).

We further analyzed some transcripts and found that eukaryotic translation elongation factor 1 alpha 2 (*EEF1A2*) was highly expressed in T70. In contrast, the expression levels of signal transducer and activator of transcription 3 (*STAT3*), aldolase A (*ALDOA*), and the leptin receptor (*LEPR*) were upregulated in U70.

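EEF1A2 (probe A_70_P046666) had a log2 signal of 14.50 ± 0.39 (SD, n = 3) in T70 and 11.43 ± 0.31 (SD, n = 3) in U70, a difference of 3.07 (standard error 0.25, adjusted p = 0.0216) or 8.42-fold. All 3 T70 fetuses lay above all 3 U70 fetuses. The breed effect of this probe changed with stage (limma's F test over the 10 groups, adjusted p = 3.49e-05), falling to 0.79 at 100 d, −0.37 at 120 d and −0.03 at 135 d, where the ranges of the breeds overlapped. In both breeds the signal rose with gestation to 18.13 ± 0.16 (SD, n = 3) in T135 and 18.15 ± 0.05 (SD, n = 3) in U135.

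**Figure D2:**
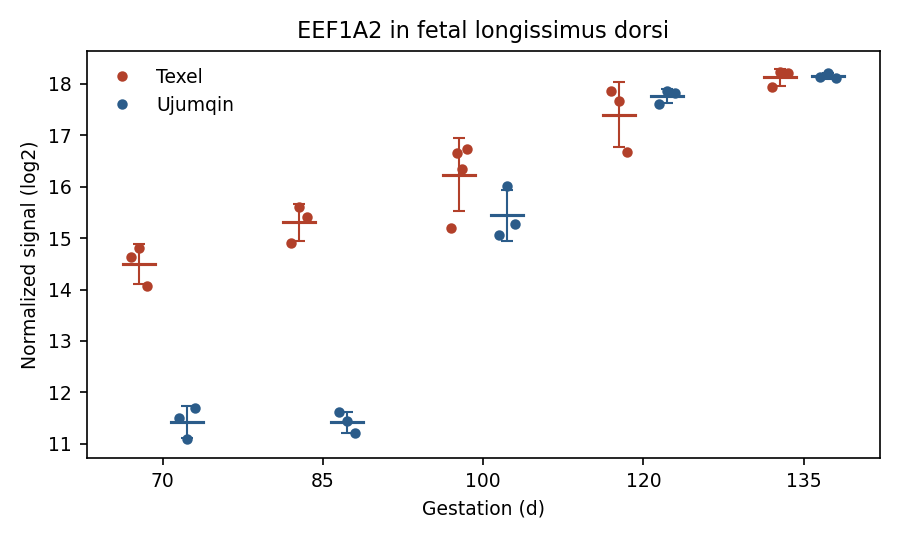
Quantile-normalized log2 signal of EEF1A2 (probe A_70_P046666) by gestation in days, with 1 point per fetus, the mean as a line and the SD as a bar. The Texel points lie above the Ujumqin points at 70 and 85 d, and the breeds overlap from 100 d.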

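STAT3 (probe A_70_P004621) was lower in T70 than in U70 by 1.23 on the log2 scale (standard error 0.29, adjusted p = 0.127), with 9.71 ± 0.35 (SD, n = 3) in T70 and 10.94 ± 0.49 (SD, n = 3) in U70. For ALDOA (probe A_70_P001706) the difference was −1.19 (standard error 0.30, adjusted p = 0.139). LEPR (probe A_70_P056812) differed by −1.14 (standard error 0.20, adjusted p = 0.0830), and of the 3 further LEPR probes 2 were above background and lower in T70 by 1.10 and 1.04, while the last was below background on all 6 arrays. None of these probes passed the adjusted threshold, and in each the 3 T70 fetuses lay below the 3 U70 fetuses.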

#### T85 vs. U85

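At 85 d, 292 probes had an unadjusted p under 0.05 and a change of 2-fold or more between the 3 T85 and the 3 U85 fetuses, and 3 had an adjusted p under 0.05. These 3 were EEF1A2 (A_70_P046666), A_70_P001856 and A_70_P022586. A_70_P022586 was well above background on all 3 U85 arrays at 6.55 ± 0.27 (SD, n = 3) and on none of the T85 arrays, at least 6.54-fold higher in U85 (adjusted p = 0.000559). At other stages some Texel fetuses had this probe at the Ujumqin level, with 6.34 in T70 replicate 1 and 5.24 to 6.09 in T135. The other T70 fetuses and the T120 fetuses were as low as those of T85. A_70_P001856 differed by −1.58 on the log2 scale (adjusted p = 0.0234), and unlike the other 2 it did not pass the threshold in a fit over all 10 groups (adjusted p = 0.329). Without T85 replicate 3 the count of 292 rose to 540, and then no slide held both T85 and U85 arrays.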

In total, 115 probe sets were differentially expressed in T85 and U85, including 97 annotated genes and 18 ESTs. In contrast to U85, 50 genes were upregulated and 47 were downregulated in T85. Of these genes, immune response, cellular carbohydrate catabolism, and fatty acid metabolism were significantly overrepresented in the upregulated genes, whereas cell migration regulation was significantly overrepresented in the downregulated genes.

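By direction, 138 of the 292 probes were higher in T85 and 154 in U85. Scaling to the 75th percentile gave 165 and 109, and the median log2 difference of all probes was −0.00175 with quantiles and 0.0421 with that scaling.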

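Over-representation among the genes of the paper was not recomputed. Lists of genes fixed before the data were examined were tested instead by limma's camera, with 1 probe per gene and adjustment over 6 lists at 5 stages. At 85 d, 11 leukocyte genes had a median log2 difference of 0.22 (adjusted p = 0.504), 7 interferon-stimulated genes 0.24 (adjusted p = 0.213), 6 glycolysis genes 0.05 (adjusted p = 0.234) and 12 adipose and lipid genes −0.21 (adjusted p = 0.416). None passed an adjusted p of 0.05 by camera. By limma's fry the leukocyte list did (adjusted p = 0.0148), and the others did not.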

For all DE genes between U85 and T85, we identified four canonical pathways that were overrepresented between the two breeds: glycolysis/gluconeogenesis, fructose and mannose metabolism, the pentose phosphate pathway, and vascular endothelial growth factor (VEGF) signaling. Moreover, hematological system development and function and lipid metabolism were still significantly represented as top biofunctions. In particular, we found a cluster of genes enriched in the biofunction of skeletal and muscular disorders, suggesting a difference in skeletal muscle development between Texel and Ujumqin fetal sheep (Table 2).

Among the DE genes, eukaryotic translation elongation factor 1 alpha 2 (*EEF1A2*), fructose-1,6-bisphosphatase 2 (*FBP2*), actinin alpha 3, proteoglycan 3 (*PRG3*), myosin heavy chain 1 (*MYH1*) were more highly expressed in Texel than in Ujumqin sheep. However, the stathmin-like 2 (*STMN2*) and phosphoinositide-3-kinase, regulatory subunit 1 alpha (*PIK3R1*) were more highly expressed in U85.

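EEF1A2 was higher in T85 by both of its probes. Probe A_70_P046666 stood at 15.31 ± 0.35 (SD, n = 3) against 11.42 ± 0.20 (SD, n = 3) on the log2 scale, a difference of 3.89 (standard error 0.21, adjusted p = 0.00854). Probe A_70_P010381 differed by 1.41 (standard error 0.21, adjusted p = 0.131). Actinin alpha 3 (ACTN3, probe A_70_P037371) was higher in T85 by 2.92 (standard error 0.27, adjusted p = 0.0534), with an adjusted p of 6.34e-06 in 1 fit over the 10 groups. FBP2 (probe A_70_P063416) differed by 3.40 (standard error 0.44, adjusted p = 0.108), and PRG3 (probe A_70_P055056) by 2.58 (standard error 0.42, adjusted p = 0.148). The MYH1 probes A_70_P050846 and A_70_P018506 were higher by 2.44 and 2.15 (adjusted p = 0.139 and 0.131). In each of these probes every T85 fetus lay above every U85 fetus, and only A_70_P046666 passed the adjusted threshold in the comparison of the 85 d arrays alone. T85 replicates 1 and 2 lay on another slide than T85 replicate 3 and the U85 arrays. Slide and breed therefore partly coincide at 85 d, and within a slide the comparison rests on 1 T85 array.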

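STMN2 (probe A_70_P005526) had a log2 signal of 6.72 ± 0.33 (SD, n = 3) in T85 and 9.76 ± 1.24 (SD, n = 3) in U85, a difference of −3.04 (standard error 0.60, adjusted p = 0.202). PIK3R1 (probe A_70_P037096) stood at 6.94 ± 0.51 (SD, n = 3) and 8.41 ± 0.47 (SD, n = 3), a difference of −1.47 (standard error 0.33, adjusted p = 0.235). The breeds did not overlap for either probe, and neither passed the adjusted threshold.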

#### T100 vs. U100

At this fetal developmental stage, the difference in muscle development, particularly the rate of myofiber proliferation, was most significant between the breeds. 

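Between the 4 T100 and the 3 U100 fetuses, 207 probes had an unadjusted p under 0.05 and a change of 2-fold or more. With an adjusted p under 0.05 there were 2, EIF2S2 (A_70_P001016), higher in T100 by 1.97 (standard error 0.13, adjusted p = 0.0126), and A_70_P023331, with a difference of −2.11 (standard error 0.16, adjusted p = 0.0170). Leaving out U100 replicate 1 raised these counts to 443 and 158. It was the only U100 array on a slide with T100 arrays, so without it slide and breed cannot be told apart. Leaving out T100 replicate 2 or U100 replicate 2 left 0 probes past limma's adjusted threshold.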

Ninety probe sets, including 70 annotated genes and 20 ESTs, were differentially expressed in T100 and U100. Among these genes, 33 were upregulated and 37 were downregulated in T100. 

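Of the 207 probes, 114 were higher in T100 and 93 in U100. With each array divided by its 75th percentile, 227 were higher in T100 and 50 in U100.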

The upregulated genes were involved in DNA binding, RNA binding, and ribonucleoproteins, whereas those that were downregulated were mostly related to steroid biosynthesis, lipid metabolism, and skeletal muscle fiber development.

For all DE genes at 100 d, hematological system development and function remained the most overrepresented physiological system, and lipid metabolism was also more active at this stage. Inositol metabolism, steroid biosynthesis, eukaryotic initiation factor 2 (EIF2) signaling, and VEGF signaling were overrepresented between T100 and U100 (Table 3).

Within the DE genes, thyroid stimulating hormone receptor (*TSHR*) and paraoxonase 1 (*PON1*) were more highly expressed in Ujumqin sheep than in Texel sheep, whereas *OVAR-DQB1 *(sheep MHC class II), pyruvate dehydrogenase kinase, isozyme 4 (*PDK4*), and thioredoxin reductase (*TXNRD1*) were upregulated in T100.

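TSHR (probe A_70_P039326) was well above background on 1 of 4 T100 and 3 of 3 U100 arrays, and differed by −2.23 on the log2 scale (standard error 0.74, adjusted p = 0.308) with overlap between the breeds. PON1 (probe A_70_P045271) stood at 3.04 ± 0.51 (SD, n = 4) in T100, where 1 of 4 arrays was well above background, and 5.03 ± 0.60 (SD, n = 3) in U100 (adjusted p = 0.156). OVAR-DQB1 (probe A_70_P017031) was at 13.25 ± 1.22 (SD, n = 4) in T100 and 6.27 ± 1.89 (SD, n = 3) in U100, a difference of 6.98 (standard error 0.97, adjusted p = 0.0984). A further probe that the supplement annotates as HLA-DQB1, A_70_P038526, went the other way, by −1.98 (adjusted p = 0.318), with overlap between the breeds. PDK4 (probe A_70_P024246) was higher in T100 by 2.51 (standard error 0.43, adjusted p = 0.148). TXNRD1 (probe A_70_P070736) was well above background on all 4 T100 arrays and on none of the U100 arrays, at least 2.90-fold higher (adjusted p = 0.0863).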

#### T120 vs. U120

The discrepancy in fetal muscle development was more significant between Texel and Ujumqin sheep at 120 d. In total, 151 probe sets, including 120 annotated genes and 31 ESTs, were differentially expressed in T120 and U120. Of these genes, 63 were upregulated in T120 and 57 were upregulated in U120. 

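At 120 d, 559 probes had an unadjusted p under 0.05 and a change of 2-fold or more, and 5 had an adjusted p under 0.05. Of the latter, USP9Y (probe A_70_P066011) was higher in T120 by 9.34 (standard error 0.68, adjusted p = 0.0175). Probe A_70_P022586 and the XIST probes A_70_P035741, A_70_P045036 and A_70_P024026 were higher in U120, the first XIST probe at least 16.1-fold (adjusted p = 0.000239). USP9Y is annotated as Y-linked and XIST as transcribed from the inactive X. By their labels the T120 fetuses are male and the U120 fetuses female, so the 120 d arrays alone cannot tell sex from breed. At the other stages the male minus female difference was 10.61 for USP9Y, against 9.34 between the breeds at 120 d. For the XIST probes it lay between −5.99 and −3.23, against −6.18 to −3.80. This argues against breed as the source of the USP9Y and XIST differences. Over the 31 fetuses, XIST (A_70_P035741) and USP9Y separated the 16 females from the 15 males without overlap. Leaving out T120 replicate 1 raised the counts to 1093 and 153, and 1 fit over the 10 groups gave 267 probes with an adjusted p under 0.05, with 1 of the 5 among them.

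**Figure D3:**
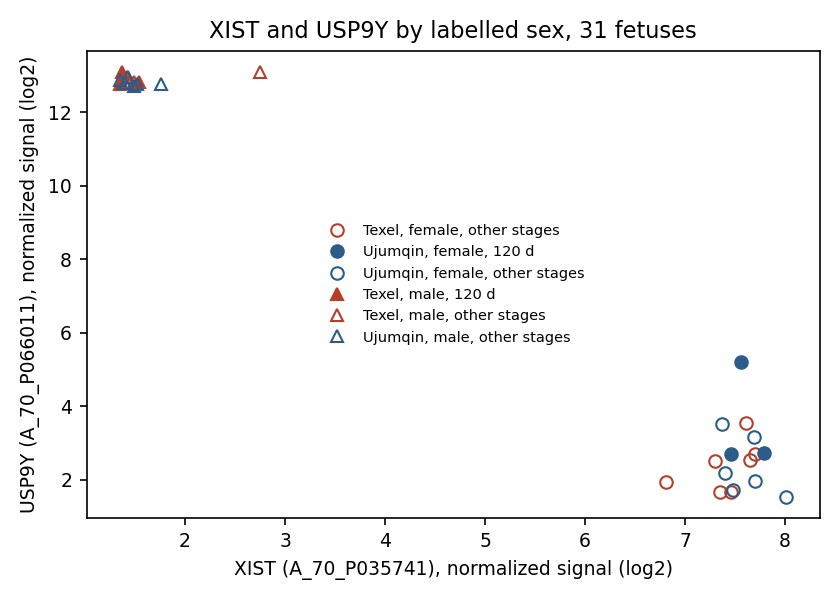
Quantile-normalized log2 signals of XIST (probe A_70_P035741) and USP9Y (probe A_70_P066011), 1 point per fetus, with breed by colour, labelled sex by shape and 120 d filled. The 15 males lie at high USP9Y and low XIST and the 16 females at low USP9Y and high XIST, and at 120 d the males are Texel and the females Ujumqin.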

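By direction, 325 of the 559 probes were higher in T120 and 234 in U120, while the test of the methods gave 63 higher in T120 and 102 in U120. With each array divided by its 75th percentile, limma gave 409 higher in T120 and 198 in U120.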

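Among the lists of genes fixed before the data were examined, 7 interferon-stimulated genes were higher in T120 with a median log2 difference of 2.01 (camera, adjusted p = 0.00222), and 11 leukocyte genes with a median of 0.76 (adjusted p = 0.00805). By fry neither list passed (adjusted p = 0.334 for both). Camera compares a list with the other genes and fry tests the list by itself, so the tests ask different questions. The study itself lists 4 of the 7 interferon-stimulated genes, ISG15, MX1, MX2 and RTP4, as changed in these samples, and 1 of the 11 leukocyte genes. The mean of the interferon-stimulated genes was 11.93 ± 1.58 (SD, n = 3) in T120 and 9.73 ± 1.42 (SD, n = 3) in U120, with overlap between the breeds.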

The upregulated genes were specific to the immune response, leukocyte activation, and the I-kappaB kinase/NF-kappaB cascade, whereas the downregulated genes were significantly associated with the response to ethanol, the enzyme-linked receptor protein signaling pathway, and histone H2A acetylation.

Hematological system development and function, immune cell trafficking, and nervous system development and function were most overrepresented in physiological systems development and function. Furthermore, lipid metabolism was also the most overrepresented molecular and cellular function. Several canonical pathways were associated with immune and lipid metabolism disorders, such as nuclear factor (NF)-kB signaling and atherosclerosis signaling (Table 4).

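OVAR-DQB1 (probe A_70_P017031) had a log2 signal of 14.00 ± 1.90 (SD, n = 3) in T120 and 3.56 ± 3.73 (SD, n = 3) in U120, where 1 of 3 arrays was well above background, a difference of 10.44 (standard error 1.92, adjusted p = 0.357). GBP2 was higher in T120 by 6.17 with probe A_70_P066386 (standard error 1.15, adjusted p = 0.357), and also with probe A_70_P066921 (adjusted p = 0.357). GBP4 (probe A_70_P000126) differed by 2.31 (standard error 0.54, adjusted p = 0.377), with 1 of 3 U120 arrays well above background. CEBPB (probe A_70_P011531) differed by 1.79 (standard error 0.43, adjusted p = 0.398), from 2 T120 arrays, since 1 spot was marked as an outlier, and it did not reach p under 0.05 by the test of the methods. All 3 T120 fetuses, or the 2 with a value for CEBPB, lay above all 3 U120 fetuses. None of these probes passed the adjusted threshold in the comparison of this stage alone. In 1 fit over the 10 groups all 5 did, with adjusted p-values from 0.000744 to 0.0208. The further HLA-DQB1 probe A_70_P038526 differed by 1.95 (adjusted p = 0.415) on the 120 d arrays alone.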

Among DE genes between T120 and U120, *OVAR-DQB1 *(sheep MHC class II), guanylate-binding protein 2; interferon-inducible, guanylate-binding protein 4; and CCAAT/enhancer-binding protein (C/EBP) beta (*CEBPB*) were upregulated in T120. Both *STMN2 *and transformation/transcription domain-associated protein (*TRRAP*) were upregulated in U120.

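STMN2 (probe A_70_P005526) stood at 5.99 ± 1.71 (SD, n = 3) in T120 and 10.38 ± 1.73 (SD, n = 3) in U120, a difference of −4.39 (standard error 1.13, adjusted p = 0.396). TRRAP (probe A_70_P019481) stood at 5.23 ± 0.57 (SD, n = 3) and 7.52 ± 0.09 (SD, n = 3), a difference of −2.29 (standard error 0.30, adjusted p = 0.192). In 1 fit over the 10 groups both passed the adjusted threshold (adjusted p = 0.0156 and 0.0177). The T120 fetuses lay below the U120 fetuses for both.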

#### T135 vs. U135

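At 135 d, 302 probes had an unadjusted p under 0.05 and a change of 2-fold or more between the 3 T135 and the 3 U135 fetuses, and 4 had an adjusted p under 0.05. Among these was A_70_P057056, at 10.71 ± 0.11 (SD, n = 3) in T135 and 6.70 ± 0.24 (SD, n = 3) in U135 (adjusted p = 0.00361). Its level also differed within groups of other stages, with 10.38 in U85 replicate 1 against 8.36 in U85 replicate 2. In T120 it was 6.58 in replicate 2 and 11.78 in replicate 3. Another of the 4 was A_70_P037851, at least 1.04-fold higher in T135. It was well above background on 2 of 3 T135 arrays and on no U135 array. Without U135 replicate 1, 0 probes passed limma's adjusted threshold.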

Seventy-two probe sets, including 58 annotated genes and 14 ESTs, were differentially expressed in T135 and U135. Of these genes, 27 were upregulated in T135 and another 31 were more highly expressed in U135. 

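Of the 302 probes at 135 d, 155 were higher in T135 and 147 in U135, and the 4 that passed adjustment were all higher in T135. By their labels 2 of the 3 T135 fetuses are male and all 3 U135 fetuses female. With sex as a covariate in 1 fit over the 10 groups, 4 probes passed adjustment, 1 higher in T135 and 3 in U135, and 0 of them were among the 4 from limma on the 135 d arrays alone. Without the covariate this fit gave 9 higher in T135 and 7 in U135, with 2 of the 4 among them.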

The immune response process was overrepresented in the upregulated genes, and mitosis was represented significantly in the downregulated genes.

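The 7 interferon-stimulated genes were higher in T135 with a median log2 difference of 1.58 (camera, adjusted p = 1.96e-05), and did not pass by fry (adjusted p = 0.144). Their mean was 10.47 ± 0.55 (SD, n = 3) in T135 and 9.15 ± 0.27 (SD, n = 3) in U135, without overlap. The 11 leukocyte genes had a median of 0.52 (adjusted p = 0.0618), and 6 cell cycle genes a median of −0.22 (adjusted p = 0.223).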

For the pool of DE genes, embryonic development and tissue development, hematological system development and function, cell-mediated immune response, and nervous system development and function were listed at the top of physiological system development and function. Cellular functions such as the cell cycle, cell death, and cell-to-cell signaling and interaction were more active. 

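ALDH1A1 (probe A_70_P030026) had a log2 signal of 13.39 ± 0.32 (SD, n = 3) in T135 and 14.61 ± 0.35 (SD, n = 3) in U135, a difference of −1.22 (standard error 0.26, adjusted p = 0.492). APOC2 (probe A_70_P054756) stood at 13.69 ± 0.75 (SD, n = 3) in T135 and 12.00 ± 0.39 (SD, n = 3) in U135, a difference of 1.69 (standard error 0.41, adjusted p = 0.631), so that all 3 T135 fetuses were above all 3 U135 fetuses. Neither probe passed the adjusted threshold.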

Notably, a pathway involved in glycerolipid metabolism was identified between T135 and U135 (Table 5), two members of which (*ALDH1A1 *and *APOC2*) were upregulated in U135.

In terms of physiological system development and functions, differences in the immune and hematological systems were most significant between Texlel and Ujumqin sheep during muscle development. Then, differences in nervous system development and function became more prominent at later gestational stages. The most obvious differences in molecular and cellular functions were lipid metabolism and cell communication between the two breeds. Several overrepresented canonical pathways related to muscle and adipose development (Table 5), which were particularly noteworthy, underpinned the differences in skeletal muscle and adipose tissue between the two breeds at the fetal stage.

### Quantitative PCR validation of microarray gene expression

To confirm the differential expression of the genes in the microarray analysis, we selected 15 genes to validate by quantitative PCR (qPCR). Among these, eight genes (*ACTB, TNC, MYO9A, MYL6B, MYH1, CASQ1, TPM2*, and *TMOD4*) encode myofibrillar proteins and two (*EEF1A2 *and *LEF-1*) are transcription factors that regulate the genes associated with myogenesis. *PIK3R1 *is involved in fat metabolism regulation, whereas *TRRAP, TXNRD1*, and *INSIG1 *participate in the regulation of gene expression and cell proliferation. Additionally, we also detected *MSTN *expression during skeletal muscle development. As in previous studies [26-29], *RpLP0 *was chosen as an ideal reference gene to normalize the data. The ratios of 12 DE genes at particular developmental stages in the two sheep breeds in the microarray analysis agreed with the qPCR results (Table 8).

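The array ratios of the 15 genes were recomputed for the 5 stages, and the qPCR ratios of Table 8 are the paper's, since the qPCR measurements are not among the deposited files. Table 8 marks 15 pairs of a gene and a stage, from 14 genes, as differentially expressed on the array, and in 12 of the 15 the recomputed array ratio lay on the same side of 1 as the paper's qPCR ratio. The 3 on opposite sides were CASQ1 at 70 d, TNC at 100 d and TRRAP at 120 d, with array ratios of 2.17, 0.410 and 0.205. Over the 74 pairs with at least 1 array well above background, 46 lay on the same side, and over the 59 of these that carry no mark 34 did. EEF1A2 at 70 d, with an array ratio of 8.42, was among the pairs on opposite sides. MSTN lay on the same side at all 5 stages.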

**Table 8:** Validation of differential expression by quantitative PCR (qPCR)

		Ratio of gene expression between two sheep breeds^1^				
Gene	Method	T70/U70	T85/U85	T100/U100	T120/U120	T135/U135
*EEF1A2*	qPCR	0.23	1.36	4.17	0.57	0.11
	microarray	8.92	16.21*	1.78	0.78	0.98
*TXNRD1*	qPCR	131.73	382.54	35.06	2.3	1.16
	microarray	1.38	1.14	5.20*	3.15	0.94
*INSIG1*	qPCR	0.82	1.65	0.32	0.16	0.10
	microarray	1.10	1.11	0.34*	0.88	0.87
*LEF-1*	qPCR	6.64	21.65	0.51	0.78	0.16
	microarray	0.52	0.59	0.47*	0.50	0.57
*TMOD4*	qPCR	81.5	714.32	323.03	3.7	0.02
	microarray	2.80*	3.52*	1.54	1.15	0.80
*TPM2*	qPCR	0.29	0.87	1.48	0.17	0.84
	microarray	0.48*	0.60	1.54	3.03	1.10
*MYO9A*	qPCR	0.14	0.15	0.25	0.31	0.12
	microarray	0.49*	0.61	1.02	0.75	1.20
*TRRAP*	qPCR	0.06	0.30	0.85	1.11	0.42
	microarray	0.51	0.35	1.79	0.20*	0.26
*TNC*	qPCR	0.21	0.54	5.12	6.23	10.46
	microarray	0.88	0.69	0.41*	0.62	1.78
*PIK3R1*	qPCR	0.61	0.44	0.23	1.06	0.29
	microarray	0.51	0.36*	1.03	1.92	1.14
*ACTB*	qPCR	1.79	0.16	0.73	0.35	0.85
	microarray	1.09	0.55	0.48*	1.39	0.47
*MYL6B*	qPCR	0.35	1.0	3.44	0.84	0.85
	microarray	0.42*	1.14	0.88	1.16	1.04
*MYH1*	qPCR	0.84	1.36	0.21	0.57	0.56
	microarray	1.89	5.60*	1.56	1.19	1.09
*CASQ1*	qPCR	0.51	0.76	0.56	0.07	2.79
	microarray	2.16 *	2.31	1.23	0.82	0.72
*MSTN*	qPCR	0.81	0.71	0.54	0.47	0.61
	microarray	0.69	0.92	0.62	0.56	0.81

1. The data in the rows are the ratio of the 2^ΔΔCT ^values for the qPCR in a Texel sheep sample relative to that in the Ujumqin sheep sample at the same developmental stage. The microarray row provides gene expression ratios in Texel sheep samples divided by those in Ujumqin sheep samples at the same developmental stage. *Differentially expressed genes in the microarray analysis with a statistically significant difference at p < 0.05.

## Discussion

### Characteristics of prenatal muscle fiber development in sheep

Wilson *et al. *and Maier *et al. *showed that at least three waves of myogenesis occurred until d 76 of gestation in sheep [9,11]. We demonstrated that the myofiber numbers increase sharply with a pulsed-wave mode at a particular developmental stage in sheep. This is the first time that the mode of fetal myofiber proliferation was revealed in a large mammal during the second half of gestation. In addition to the longissimus dorsi muscle, similar patterns of myofiber proliferation were found in the semitendenosus, gluteus medius, gastrocnemius, and triceps brachii muscles in Texel and Ujumqin fetal sheep (data not shown). These findings indicate that the specific developmental stage during which myogenic surges of myofiber hyperplasia appeared is pivotal for fetal muscle development as well as postnatal muscularity potential in sheep.

Unlike the studies of Wilson *et al. *and Maier *et al.*, who identified different generations of myogenic cells using electron microscopy [9,11], we counted the muscle fibers under a light microscope and found many small-diameter fibers until 135 d in both breeds. We considered that at least part of the small fibers must have been generated by the fusion of myoblasts (or satellite cells) during the study period. Pax7 plays an important role conferring myogenic potential to these progenitor cells [30], and Pax7 is an ideal cell marker of myogenic progenitor cells such as myoblasts and satellite cells [31]. Our findings indicate a higher potential for postnatal muscle growth that entails more Pax7-positive cells in the fetal stage.

### Gene expression in the two breeds at various developmental stages

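Summed over the 5 stages, 1822 probes by limma and 756 by the test of the methods had an unadjusted p under 0.05 and a change of 2-fold or more. By limma 120 d gave the most and 70 d the next, and by the test of the methods 70 d gave the most and 120 d the next. Before any test, 661 probes at 70 d, 535 at 85 d, 362 at 100 d, 1019 at 120 d and 586 at 135 d had mean signals at least 2-fold apart. The median spread between fetuses of 1 breed and stage was largest at 120 d, with a residual SD of 0.34 on the log2 scale, against 0.24 at 70 d, 0.20 at 85 d, 0.21 at 100 d and 0.30 at 135 d. From the numbers at 70 and 120 d, the paper reasons that rapid proliferation of myofibers involves many genes during myogenesis.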

Of the five prenatal stages, the numbers of DE genes in the two sheep breeds were highest at 70 and 120 d, indicating that rapid myofiber proliferation included numerous genes during the myogenic process. However, two surges of myofiber proliferation appeared at 85 and 120 d in Texel fetuses, probably because the expression of more genes associated with myoblast proliferation and differentiation at 70 d prepared for the myofiber hyperplasia that followed at 85 d, and more genes related to the immune system were differentially expressed between T70 and U70 (Figure 6), which led to larger total counts of DE genes. The difference between the two sheep breeds in the timing of myogenesis in terms of transcriptomic levels was similar to that found between pig breeds [32]. Cagnazzo *et al. *showed that myogenesis-related gene expression is greater in early Duroc (a breed with more intramuscular fat) embryos than in early Pietrain (a highly muscled breed) embryos at 14-49 d of gestation, whereas the opposite was found in late embryos (63-91 d of gestation) [32]. The present findings suggest that highly muscled breeds have a longer myogenic process during prenatal stages and that myogenesis is more intense in late-stage fetuses, which was validated by Pax7-cell staining in longissimus muscle cross sections (Figure 3). However, whether this myogenic process is the same in sheep as in pigs at earlier embryonic stages remains to be investigated.

We found that the immune and hematological systems' development and function were most overrepresented of all physiological systems and functions, accompanied by muscle system development, which was consistent with a microarray developmental analysis in cattle fetuses [21]. Recent discoveries have revealed complex interactions between skeletal muscle and the immune system that regulate muscle regeneration and myogenesis, and many immune molecules, such as tumor necrosis factor-alpha (TNF-α), NF-kB, interleukin (IL)-4, IL-6, IL-10, and leukemia inhibitory factor are involved in muscle cell proliferation and differentiation [33-38]. In most cases, whether perturbation in the same signaling pathways related to myogenesis occurs will determine normal myogenic development or muscle disorders. Therefore, the pathways associated with immune and muscle disorders in this work are valuable for human myopathy at the prenatal stage. The hematological system is also implicated in myogenesis [39-43], which probably reflects the systemic requirement for muscle function during fetal development.

Nervous system development was overrepresented in the last two development stages in the two sheep breeds. Neurons are indispensable for maintaining normal muscle physiological function and also parallel the skeletal muscle in auxology. Comprehensive and close interactions occur between muscles and the nervous system during development [44-46]. Muscle development is regulated by the central nervous system in *Drosophila *and pigs [47,48], and muscle fiber type is dependent on the pattern of innervation of a muscle established due to differential projection patterns between fast and slow motoneurons [49,50]. Animals with different muscle phenotypes undergo diverse innervation patterns during fetal development. Double-muscled cattle have an additional 13-26% increased branching in terminal axons compared to that in normal cattle caused by a real increase in the number of myofibers [51].

We identified several valuable canonical pathways directly associated with muscle development and function, myogenesis, myoblast proliferation, and the cell cycle in muscle at various developmental stages, such as calcium [52], CXCR4 [53-55], and VEGF signaling [56]. Furthermore, other pathways involved in adipose and muscle metabolism, such as inositol metabolism, steroid biosynthesis, EIF2 signaling, glycerolipid metabolism, the glycolysis/gluconeogenesis pathway, and *N*-glycan biosynthesis, are significantly affected during development. Steelman *et al. *suggested that Wnt signaling is a potential downstream target of myostatin for postnatal skeletal muscle growth and hypertrophy in mice [57]. However, we focused on the transcriptome during prenatal stages rather than postnatal stages and found that various canonical pathways are predominant in skeletal muscle development at different stages due to a myostatin mutation in sheep.

### DE genes involved in muscle and adipose development

*STAT3*, a member of the *STAT *family and a cooperator in the Janus kinase pathway, plays a dual role in the regulation of myoblast proliferation and differentiation, but is dependent on interactions with various cofactors [58-62]. We found that *STAT3 *expression was higher in U70 than T70, which suggests that *STAT3 *is most probably associated with the differentiation rather than proliferation of myoblasts. The GO analysis of DE genes between T70 and U70 confirmed our presumption, and muscle fiber hyperplasia was more intense in T70 (Figure 2) as well.

*ALDOA *is responsible for significant activation during the differentiation of chicken primary myoblasts and plays an important role in muscle gene transcription [63,64]. In our study, a higher *ALDOA *expression level in U70 indicated that more myoblasts exited the cell cycle and entered differentiation in U70 than those in T70. The leptin receptor (LEPR), a protein secreted from adipocytes, is responsible for fat mass regulation via leptin in the hypothalamus [65,66]. *LEPR *expression was higher in U70 than in T70. Whether the higher *LEPR *expression at prenatal stages is associated with high postnatal adipose deposition remains to be investigated.

Both hyperplasia and hypertrophy continued in skeletal muscle at 85 d. *FBP2*, which encodes a gluconeogenesis regulatory enzyme that catalyzes the hydrolysis of fructose 1,6-bisphosphate to fructose 6-phosphate and inorganic phosphate, was expressed higher in T85 than in U85. A previous study suggested that FBPase participates in some nuclear processes during the development and regeneration of skeletal muscle [67,68]. Additionally, *PRG3 *expression was also higher in T85. Previous studies have shown that *PRG3 *plays a role in some early aspects of skeletal myogenesis [69-72].

The expression levels of *PIK3R1, TSHR*, and *PON1 *were higher in U85 and U100 than that in T85 or T100. 

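PIK3R1 (probe A_70_P037096) did not differ at 100 d, with a log2 signal of 7.15 ± 0.19 (SD, n = 4) in T100 and 7.10 ± 0.67 (SD, n = 3) in U100 (difference 0.04, adjusted p = 0.958). At 85 d TSHR (probe A_70_P039326) was below background on all 6 arrays, so no fold is given. PON1 (probe A_70_P045271) at 85 d differed by −1.05 (standard error 0.35, adjusted p = 0.335), with the 3 T85 fetuses below the 3 U85 fetuses.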

Previous studies have demonstrated that these genes are involved in fat metabolism and adipocyte development [73-76].

PDK4, a gene that was upregulated in T100, is a key regulatory enzyme involved in switching the energy source from glucose to fatty acids in response to physiological conditions. The pyruvate dehydrogenase complex occupies a central and strategic position in muscle intermediary metabolism and is primarily regulated by phosphorylation/dephosphorylation [77]. In addition, *PDK4 *is significantly associated with intramuscular fat and muscle water content [78], indicating that *PDK4 *is involved in meat quality.

TXNRD1 is a variant of thioredoxin reductase, an important selenoprotein that maintains cellular redox balance and regulates several redox-dependent processes during apoptosis, cell proliferation, and differentiation [79-81]. LEF1 is a transcription factor involved in the regulation of myogenesis. Loss of Lef1-mediated repression results in an increased number of cells expressing Pax-7 and Pax-3, suggesting that Wnt signaling via Lef1 acts to regulate the number of premyogenic cells in somites [82]. In our study, *LEF1 *expression was higher in U100 than that in T100, which is consistent with the rapid proliferation of myofibers in U100. 

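LEF-1 (probe A_70_P068131) stood at 5.10 ± 0.44 (SD, n = 4) in T100 and 6.25 ± 0.06 (SD, n = 3) in U100 on the log2 scale, a difference of −1.14 (standard error 0.23, adjusted p = 0.194). T100 replicate 2 was the lowest, at 4.45. A further probe, A_70_P068132, differed by −1.08 (standard error 0.23, adjusted p = 0.206). All 4 T100 fetuses lay below all 3 U100 fetuses with both probes, and neither passed the adjusted threshold.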

Although transcription factor activity is predominantly manifested at the protein level, the difference in *LEF1 *expression level indicated a potential difference of LEF1 between breeds.

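The level of OVAR-DQB1 (probe A_70_P017031, named HLA-DQB1 in Figure 5) varied widely between fetuses of the same breed and stage, with a pooled SD of 3.15 on the log2 scale against a median of 0.30 over all probes. All 16 Texel fetuses were well above background, 12 of them above a log2 signal of 10. Among the 15 Ujumqin fetuses 10 were well above background, 1 lay above 10 and 6 lay below 5. The differences at 70, 85 and 135 d were 3.85, 3.84 and 7.65, with overlap between the breeds at each of these stages. The breed effect did not differ between stages (limma's F test over the 10 groups, adjusted p = 0.647), and averaged over the 5 stages it was 6.55 (standard error 1.07, adjusted p = 0.000507). For the further probe A_70_P038526 the average was 0.48 (adjusted p = 0.415).

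**Figure D4:**
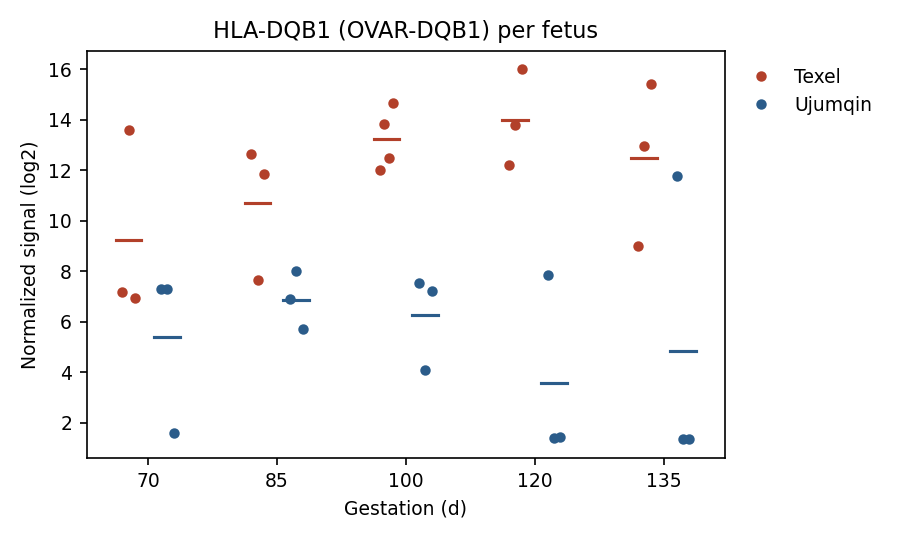
Quantile-normalized log2 signal of HLA-DQB1 (probe A_70_P017031) by gestation in days, with 1 point per fetus and the mean of each group as a line. Values run from 1.33 to 16.00, and fetuses of 1 group lie up to several units apart.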

*OVAR-DQB1 *(sheep MHC class II) was expressed much higher in T100 and T120, particularly in T120 (Table 7), compared with U 100 and U120. Results from Karpati *et al. *indicated that the class I molecule may be involved in the fusion of myogenic cells during muscle regeneration [83]. Honda and Rostami demonstrated that the expression of class I antigens on muscle cells is not only immunologically modulated but also developmentally regulated, and that these antigens may play a role in cell recognition and interaction during the myogenic fusion process. The presence of the antigens, however, was transitory, and they disappeared as myoblasts fused and differentiated into multinucleate myotubes [84].

CEBPB, an important transcription factor, acts as a indispensable regulator of adipocyte differentiation during adipogenesis [85-87]. We found that *CEBPB *expression was higher in skeletal muscle in T120 than in U120, indicating a key difference in adipogenesis between Texel and Ujumqin sheep. However, which breeds contain more adipose mass than the other at this developmental stage remains to be investigated.

*TRRAP*, which was downregulated in T120, in contrast to that in U120, is vital for embryonic survival and control of the mitotic checkpoint [88-91]. Deletion of *TRRAP *leads to a reduced level of beta-catenin ubiquitination, a lower degradation rate, and accumulation of the beta-catenin protein, whereas *TRRAP *knockdown results in abnormal retention of beta-catenin at chromatin and concomitant hyperactivation of the canonical Wnt pathway [92]. However, the canonical Wnt pathway is downregulated in the absence of myostatin through beta-catenin, whereas the Wnt/calcium pathway is upregulated [57], suggesting that *TRRAP *may negatively regulate skeletal muscle development between the canonical Wnt and the Wnt/calcium pathways through beta-catenin at 120 d. Further efforts are warranted to test the effect of *TRRAP *on skeletal muscle development.

Other than the genes discussed above, we found that *MSTN *expression was lower in Texel than in Ujumqin sheep through the five development stages (Table 8). This result indicated that *MSTN *downregulation contributed to the hyperplasia and hypertrophy of myofibers in Texel sheep through the second half of gestation. Moreover, the genes discussed above are potential myostatin targets for further investigation.

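The array holds 2 MSTN probes. Averaged over the 5 stages, probe A_70_P051186 was lower in Texel by a log2 difference of −0.48 (standard error 0.19, adjusted p = 0.120) and probe A_70_P024126 by −0.42 (standard error 0.16, adjusted p = 0.101). Neither passed the adjusted threshold over all 14379 probes. Considered alone, the 5 stages together gave an exact two-sided permutation p of 0.0176 for the first probe and 0.0161 for the second, over the 5600000 assignments of breed within stages. The mean was lower in Texel at each stage with both probes. With A_70_P051186 the difference was −0.51 at 70 d, −0.11 at 85 d, −0.67 at 100 d, −0.83 at 120 d and −0.29 at 135 d, and no stage passed the adjusted threshold. All Texel fetuses lay below all Ujumqin fetuses at 100 d with both probes and at 120 d with A_70_P051186 alone. The breed effect did not differ between stages (limma's F test, adjusted p = 0.893 and 0.682). Leaving out each array in turn, the average difference of A_70_P051186 stayed between −0.60 and −0.38. From the lower level in Texel, the paper concludes that reduced MSTN contributed to hyperplasia and hypertrophy of myofibers in Texel fetuses.

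**Figure D5:**
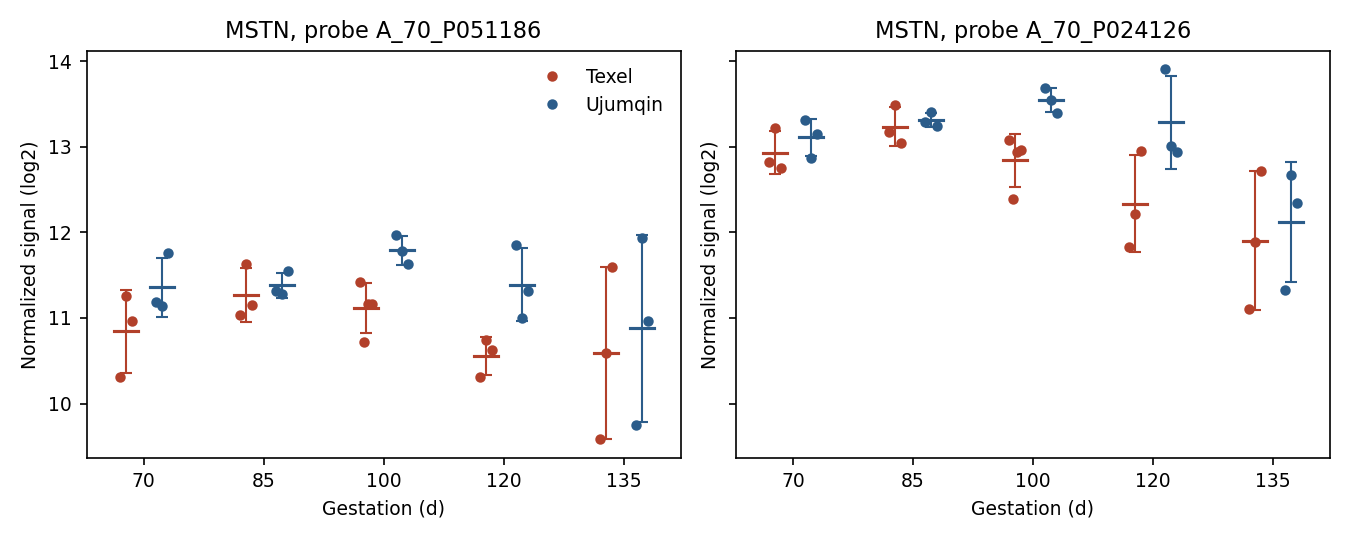
Quantile-normalized log2 signal of the MSTN probes A_70_P051186 and A_70_P024126 by gestation in days, with 1 point per fetus, the mean as a line and the SD as a bar. The Texel mean lies below the Ujumqin mean at each of the 5 stages, with overlapping points at most of them.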

## Conclusions

We demonstrated that fetal myofiber number increased sharply in a pulsed-wave mode at a particular developmental stage and was not augmented evenly across developmental stages in large mammal. The two surges in myofiber hyperplasia occurred at 85 and 120 d in Texel sheep, whereas a single surge appeared at 100 d in Ujumqin sheep during the second half of gestation. A myostatin mutation changed the gene expression profile in prenatal skeletal muscle, particularly disrupting some pivotal signaling pathways governing muscle development and function at some developmental stages, which explains much of the variation in myofiber phenotypes between Texel and Ujumqin sheep. Further studies on the crucial DE genes and signaling pathways involved would be helpful for revealing the mystery of muscle development in mammals.

## Methods

### Animals

All experimental and surgical procedures were approved by the Biological Studies Animal Care and Use Committee, Shanxi Province, Peoples Republic of China. Seventy-eight Ujumqin and 54 Texel ewes were prepared. These purebred female animals involved were selected based on their age (3-5 years old), body weight (50-55 kg), and body size. After these animals were subjected to pre-feeding for 45 days, estrus was synchronized in all ewes using an implanted controlled internal drug release device (Pharmacia & Upjohn Pty Limited, Parramatta City, NSW, Australia) and intramuscular injections of pregnant mare serum gonadotropin (Ningbo Renjian Pharmaceutical Co., Ltd, Zhejiang, China), according to the manufacturers' protocol, followed by artificial insemination using the corresponding breed sire's sperm. Three pregnant ewes from each breed were subject to caesarean section to collect the fetuses at 70, 85, 100, 120, and 135 d of gestation, and then the 12 different anatomic skeletal muscles from each fetus were dissected and weighed (longissimus dorsi, semitendenosus, semimembranosus, gluteus medius, femoral quadriceps, gastrocnemius, serratus ventralis thoracis muscle, biceps femoris, adductor, supraspinatus, infraspinatus, and triceps brachii). Two samples were taken from each muscle at standardized anatomical sites. The first sample (3 g) was dissected and rapidly frozen whole in isopentane chilled over liquid nitrogen for histological examination. The second sample (5 g) was snap-frozen in liquid nitrogen for gene expression analysis.

### Histology analysis

To examine the development of skeletal muscle in both sheep breeds, we measured the number and the diameter of the longissimus dorsi muscle fiber in Ujumqin and Texel sheep during five development stages using hematoxylin and eosin staining. Serial cross sections of 10 μm thickness were cut at -20°C using a cryostat. Photomicrographs of five to eight randomly selected areas were used to estimate the the diameter and the total number of myofibers in the cross sections of muscle examined. Muscle fiber measurements were conducted using DT2000 (V2.0) image analysis software (Nanjing East-image Ltd., Nanjing, China).

The primary IFS antibodies were rabbit-laminin antibody (Sigma, St. Louis, MO, USA) and mouse monoclonal anti-pax7 (Developmental Studies Hybridoma Bank, University of Iowa, Iowa City, IA, USA). The corresponding secondary antibodies were anti-mouse immunoglobulin (ALEXA488) and anti-rabbit immunoglobulin (ALEXA594) (Invitrogen, Carlsbad, CA, USA). Staining was performed according to the manufacturer's instructions. The IFS slides were analyzed using a system of epi-fluorescence microscopes (TE2000U; Nikon, Tokyo, Japan). The satellite cell (SC) nuclei were stained green and the basal lamina, red. Images were subsequently analyzed using Image Pro Plus (v5.1) image analysis software (Media Cybernetics, Inc., Bethesda, MD, USA). The numbers of SCs and myofibers in each section were counted, and the SC concentration within a given area of view was also calculated for each slide.

Data between the two breeds were analyzed using the *t*-test procedure in SPSS 13.0 (SPSS, Inc., Chicago, IL, USA). A p-value of < 0.05 was considered statistically significant.

### Microarray experiment

We made five independent comparisons at the same development stages in both breeds using a *t*-test and detected 207, 115, 90, 151, and 72 DE probes with a greater than twofold change at 70, 85, 100, 120, and 135 d of gestation, respectively. The new specialized and standardized transcriptome-wide sheep microarray (Agilent Technologies) contained 15,008 sheep probes sourced from RefSeq and UniGene. The oligo microarray was 15 K in size. The longissimus dorsi muscles from ovine fetuses were investigated for gene expression. The microarray of each development stage for each breed contained three biological replicates (n = 3) except the T100 team (n = 4). Thus, 31 hybridizations in total were performed. Data were deposited in the NCBI database (GSE23563).

Total RNA was extracted from the frozen longissimus dorsi muscles using an RNeasy Mini Kit with DNase treatment (Qiagen, Valencia, CA, USA) according to the manufacturer's protocol. The total RNA from each individual was labeled with Cy3 fluorescence. The generated targets were mixed and subjected to hybridization with the Sheep Gene Expression Microarray (Agilent Technologies), according to the manufacturer's protocol.

Scanning of the microarrays was performed using a DNA microarray scanner (Agilent Technologies). The scanning parameters were a 5 μm scan resolution, PMT with 100%, and 10% once, respectively. All probe sets whose signals were reported as "absent" during the flag call in all 31 arrays were filtered out, and those from probe sets called "present" on at least one chip were used for further analysis. Scanner output image files were normalized and filtered using Feature Extraction Software v10.5 (Agilent Technologies).

### Statistical analysis of the microarray data

The raw signal intensity data were normalized using the quantile method, and the data were transformed to a base-2 logarithm for further statistical analysis. To explore the difference in gene expression between breeds at each developmental stage, we conducted a comparative analysis with the unpaired unequal variance *t*-test (Welch's *t*-test) method in GeneSpring10.0 (Agilent Technologies). Five *t*-test contrasts were performed independently, based on the premise that no relationships existed between the data at different time points. The thresholds for significance were p < 0.05 and a fold change of twofold or more with FDR < 0.4.

### Gene ontology and functional annotation analysis

Only 1508 of the 15,008 probe set were definitive in the Agilent Sheep Gene Expression Microarray. To further clarify the function of the DE genes in this study, we conducted a BLASTN search for highly homologous human sequences (search setting: query coverage not less than 50%, E value less than 1.00E-100). DAVID Bioinformatics Resources (http://david.abcc.ncifcrf.gov) [93,94] and IPA (http://www.ingenuity.com) [95] were both used for further functional analysis to identify which molecular events or cascades were involved during skeletal muscle development. Significance was expressed as a p-value, which was calculated using the EASE score (p-values < 0.05 were considered significant).

### Quantitative real-time PCR analysis

Total RNA was used to make cDNA using the PrimeScript^® ^1st Strand cDNA Synthesis Kit (Takara Bio, Shiga, Japan). q-Real-time PCR was performed on an ABI 7500 instrument (Applied Biosystems, Foster City, CA, USA) using the Fast EvaGreen^® ^Master Mix (Biotium, Hayward, CA, USA). Thermal cycling consisted of an initial step at 95°C for 10 min followed by 40 cycles at 95°C for 30 s and 62°C for 30 s. Fifteen DE genes identified in the microarray experiment were selected for validation by q-real-time PCR; *RpLP0 *was chosen as the reference gene for normalization of all data because it was expressed more stably [26-29]. Each q-real-time PCR reaction (in 20 μl) contained 10 μl of Fast EvaGreen^® ^Master Mix, 0.5 μl of each primer, 2 μl of normalized template cDNA, and 7 μl water. The q-real-time PCR measurements were performed in triplicate on each cDNA sample (n = 31), and gene expression was quantified relative to *RpLP0 *expression using the 2-ΔΔCt method. Gene expression ratios were normalized to the *RpLP0 *gene in the same sample.

## Competing interests

There were no competing financial interests (political, personal, religious, ideological, academic, intellectual, commercial, or any other) in relation to this manuscript. All authors agreed to publish the manuscript in this journal.

## Authors' contributions

HXR participated in the experimental design, sample collection, data analysis, and drafted the manuscript. LL participated in the experimental design, sample collection, and the microarray experiment. HWS performed the histological analysis and participated in sampling. LYX participated in the microarray data analysis and sample collection. CHW and LZ extracted the total RNA and conducted the qPCR validation. HBL was actively involved in sampling and coordination. WZL provided the experimental environment and coordination. LXD organized the entire experiment and helped draft the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Quality control and validity of the gene expression microarray**. This file contains the analytic settings using GeneSpring10.0 (Agilent) and the detectable rate of Agilent Sheep Gene Expression Microarray. Click here for file

Additional file 2 **Differentially expressed (DE) genes in skeletal muscle between Texel and Ujumqin sheep at 70 d**. For Additional files 2-6, the *t*-test was employed to identify the DE genes between Texel and Ujumqin sheep at each developmental stage using GeneSpring 10.0 (Agilent). Only those genes with p ≤ 0.05(p-value in Colum B) and an absolute twofold change or more(absolute FoldChange in Colum C) were considered DE genes for further analysis. 

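Additional files 2 to 6 list 207, 115, 90, 151 and 72 probes for 70, 85, 100, 120 and 135 d, as the paper reports them. All of these were among the 14379 tested probes and all had the direction that the files list. Past the unadjusted threshold by limma were 202, 110, 88, 149 and 71 of them, and by the test of the methods 200, 109, 86, 144 and 69. Across the listed probes of a stage, the recomputed log2 differences and those of the files correlated with Pearson's r from 0.9994 at 135 d to 0.9999, which is across genes that are not independent replicates. Over all genes tested, limma gave an adjusted p under 0.05 to 12, 3, 2, 5 and 1 of them. Adjusted over the list alone, all 207, 115, 90, 151 and 72 passed, which is not independent evidence, since the lists were chosen on these samples.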

In the "regulation" column, "up" or "down" indicates that the genes were upregulated or downregulated in Texel fetal sheep, respectively, compared with those in Ujumqin fetal sheep. Click here for file

Additional file 3 **Differentially expressed (DE) genes in skeletal muscle between Texel and Ujumqin sheep at 85 d**. Click here for file

Additional file 4 **Differentially expressed (DE) genes in skeletal muscle between Texel and Ujumqin sheep at 100 d**. Click here for file

Additional file 5 **Differentially expressed (DE) genes in skeletal muscle between Texel and Ujumqin sheep at 120 d**. Click here for file

Additional file 6 **Differentially expressed (DE) genes in skeletal muscle between Texel and Ujumqin sheep at 135 d**. Click here for file

## References

[B1] HickfordJGForrestRHZhouHAssociation between a g+6723G-A SNP in the myostatin gene (MSTN) and carcass traits in New Zealand Texel sheepJournal of animal science2009876185310.2527/jas.2009-196019443859

[B2] JohnsonPLDoddsKGBainWEGreerGJMcLeanNJMcLarenRJGallowaySMvan StijnTCMcEwanJCInvestigations into the GDF8 g+6723G-A polymorphism in New Zealand Texel sheepJournal of animal science20098761856186410.2527/jas.2008-150819251921

[B3] ClopAMarcqFTakedaHPirottinDTordoirXBibeBBouixJCaimentFElsenJMEychenneFA mutation creating a potential illegitimate microRNA target site in the myostatin gene affects muscularity in sheepNature genetics200638781381810.1038/ng181016751773

[B4] JohnsonPLMcEwanJCDoddsKGPurchasRWBlairHTMeat quality traits were unaffected by a quantitative trait locus affecting leg composition traits in Texel sheepJournal of animal science20058312272927351628261010.2527/2005.83122729x

[B5] KijasJWMcCullochREdwardsJEOddyVHLeeSHvan der WerfJEvidence for multiple alleles effecting muscling and fatness at the ovine GDF8 locusBMC genetics20078801799607310.1186/1471-2156-8-80PMC2212645

[B6] MengXRGuoJZhaoQJMaYHGuanWJLiuDDiRQiaoHYNaRS[Variation of MSTN gene UTR in eleven sheep breeds]Yi chuan = Hereditas/Zhongguo yi chuan xue hui bian ji200830158515901907357410.3724/sp.j.1005.2008.01585

[B7] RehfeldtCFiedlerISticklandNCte Pas MFW HH, Everts MENumber and size of muscle fibres in relation to meat productionMuscle Development of Livestock Animals: Physiology, Genetics, and Meat Quality2004Wallingford: Oxfordshire: CAB Int137

[B8] AshmoreCRRobinsonDWRattrayPDoerrLBiphasic development of muscle fibers in the fetal lambExperimental neurology197237224125510.1016/0014-4886(72)90071-44118074

[B9] MaierAMcEwanJCDoddsKGFischmanDAFitzsimonsRBHarrisAJMyosin heavy chain composition of single fibres and their origins and distribution in developing fascicles of sheep tibialis cranialis musclesJournal of muscle research and cell motility199213555157210.1007/BF017379971460083

[B10] RussellRGOterueloFTAn ultrastructural study of the differentiation of skeletal muscle in the bovine fetusAnatomy and embryology1981162440341710.1007/BF003018667347494

[B11] WilsonSJMcEwanJCSheardPWHarrisAJEarly stages of myogenesis in a large mammal: formation of successive generations of myotubes in sheep tibialis cranialis muscleJournal of muscle research and cell motility199213553455010.1007/BF017379961460082

[B12] McCoardSAMcNabbWCPetersonSWMcCutcheonSNHarrisPMMuscle growth, cell number, type and morphometry in single and twin fetal lambs during mid to late gestationReproduction, fertility, and development2000125-63193271145102310.1071/rd99059

[B13] LeeSJMcPherronACRegulation of myostatin activity and muscle growthProceedings of the National Academy of Sciences of the United States of America200198169306931110.1073/pnas.15127009811459935PMC55416

[B14] McPherronACLeeSJDouble muscling in cattle due to mutations in the myostatin geneProceedings of the National Academy of Sciences of the United States of America19979423124571246110.1073/pnas.94.23.124579356471PMC24998

[B15] MosherDSQuignonPBustamanteCDSutterNBMellershCSParkerHGOstranderEAA mutation in the myostatin gene increases muscle mass and enhances racing performance in heterozygote dogsPLoS genetics200735e7910.1371/journal.pgen.003007917530926PMC1877876

[B16] SchuelkeMWagnerKRStolzLEHubnerCRiebelTKomenWBraunTTobinJFLeeSJMyostatin mutation associated with gross muscle hypertrophy in a childThe New England journal of medicine2004350262682268810.1056/NEJMoa04093315215484

[B17] GrobetLMartinLJPonceletDPirottinDBrouwersBRiquetJSchoeberleinADunnerSMenissierFMassabandaJA deletion in the bovine myostatin gene causes the double-muscled phenotype in cattleNature genetics1997171717410.1038/ng0997-719288100

[B18] KambadurRSharmaMSmithTPBassJJMutations in myostatin (GDF8) in double-muscled Belgian Blue and Piedmontese cattleGenome research199779910916931449610.1101/gr.7.9.910

[B19] Cassar-MalekIPasselaigueFBernardCLegerJHocquetteJFTarget genes of myostatin loss-of-function in muscles of late bovine fetusesBMC genomics200786310.1186/1471-2164-8-6317331240PMC1831773

[B20] LehnertSAReverterAByrneKAWangYNattrassGSHudsonNJGreenwoodPLGene expression studies of developing bovine longissimus muscle from two different beef cattle breedsBMC developmental biology200779510.1186/1471-213X-7-9517697390PMC2031903

[B21] HudsonNJReverterADalrympleBPA differential wiring analysis of expression data correctly identifies the gene containing the causal mutationPLoS computational biology200955e100038210.1371/journal.pcbi.100038219412532PMC2671163

[B22] HudsonNJReverterAWangYGreenwoodPLDalrympleBPInferring the transcriptional landscape of bovine skeletal muscle by integrating co-expression networksPloS one2009410e724910.1371/journal.pone.000724919794913PMC2749936

[B23] BiressiSTagliaficoELamorteGMonteverdeSTenediniERoncagliaEFerrariSFerrariSCusella-De AngelisMGTajbakhshSIntrinsic phenotypic diversity of embryonic and fetal myoblasts is revealed by genome-wide gene expression analysis on purified cellsDevelopmental biology2007304263365110.1016/j.ydbio.2007.01.01617292343

[B24] SwatlandHJCassensRGInhibition of muscle growth in foetal sheepThe Journal of Agricultural Science197380503509

[B25] KijasJWMenziesMInghamASequence diversity and rates of molecular evolution between sheep and cattle genesAnimal genetics200637217117410.1111/j.1365-2052.2005.01399.x16573533

[B26] Fleming-WaddellJNWilsonLMOlbrichtGRVuocoloTByrneKCraigBATellamRLCockettNEBidwellCAAnalysis of gene expression during the onset of muscle hypertrophy in callipyge lambsAnimal genetics2007381283610.1111/j.1365-2052.2006.01562.x17257185

[B27] WhiteJDVuocoloTMcDonaghMGroundsMDHarperGSCockettNETellamRAnalysis of the callipyge phenotype through skeletal muscle development; association of Dlk1 with muscle precursor cellsDifferentiation; research in biological diversity20087632832981769712810.1111/j.1432-0436.2007.00208.x

[B28] VuocoloTByrneKWhiteJMcWilliamSReverterACockettNETellamRLIdentification of a gene network contributing to hypertrophy in callipyge skeletal musclePhysiological genomics20072832532721707727710.1152/physiolgenomics.00121.2006

[B29] LabordaJ36B4 cDNA used as an estradiol-independent mRNA control is the cDNA for human acidic ribosomal phosphoprotein PONucleic acids research19911914399810.1093/nar/19.14.39981861990PMC328497

[B30] RelaixFRocancourtDMansouriABuckinghamMA Pax3/Pax7-dependent population of skeletal muscle progenitor cellsNature2005435704494895310.1038/nature0359415843801

[B31] SealePSabourinLAGirgis-GabardoAMansouriAGrussPRudnickiMAPax7 is required for the specification of myogenic satellite cellsCell2000102677778610.1016/S0092-8674(00)00066-011030621

[B32] CagnazzoMte PasMFPriemJde WitAAPoolMHDavoliRRussoVComparison of prenatal muscle tissue expression profiles of two pig breeds differing in muscle characteristicsJournal of animal science20068411101636148510.2527/2006.8411

[B33] TidballJGVillaltaSARegulatory interactions between muscle and the immune system during muscle regenerationAmerican journal of physiology-Regulatory integrative and comparative physiology2010298R1173R118710.1152/ajpregu.00735.200920219869PMC2867520

[B34] WangXWuHZhangZLiuSYangJChenXFanMEffects of Interleukin-6, Leukemia Inhibitory Factor, and Ciliary Neurotrophic Factor on the Proliferation and Differentiation of Adult Human MyoblastsCellular and molecular neurobiology 200828111312410.1007/s10571-007-9247-9PMC1151504818240017

[B35] OkazakiSKawaiHAriiYYamaguchiHSaitoSEffects of calcitonin gene-related peptide and interleukin 6 on myoblast differentiationCell Proliferation199629417318210.1111/j.1365-2184.1996.tb00104.x8695746

[B36] AustinLBowerJJBennettTMLynchGSKapsaRWhiteJDWBGregorevicPByrneELeukemia inhibitory factor ameliorates muscle fiber degeneration in the mdx mouseMuscle & nerve200023111700170510.1002/1097-4598(200011)23:11<1700::AID-MUS5>3.0.CO;2-W11054748

[B37] JoCKimHJoIChoiIJungS-CKimJKimSSJoSALeukemia inhibitory factor blocks early differentiation of skeletal muscle cells by activating ERKBiochimica et Biophysica Acta, Molecular Cell Research20051743318719710.1016/j.bbamcr.2004.11.00215843032

[B38] SpangenburgEEBoothFWMultiple signaling pathways mediate LIF-induced skeletal muscle satellite cell proliferationAmerican journal of physiology2002283C204C2111205508910.1152/ajpcell.00574.2001

[B39] De AngelisLBerghellaLColettaMLattanziLZanchiMCusella-De AngelisMGPonzettoCCossuGSkeletal myogenic progenitors originating from embryonic dorsal aorta coexpress endothelial and myogenic markers and contribute to postnatal muscle growth and regenerationThe Journal of cell biology1999147486987810.1083/jcb.147.4.86910562287PMC2156164

[B40] JayKEGallacherLBhatiaMEmergence of muscle and neural hematopoiesis in humansBlood200210093193320210.1182/blood-2002-02-050212384417

[B41] FerrariGCusella-De AngelisGColettaMPaolucciEStornaiuoloACossuGMavilioFMuscle regeneration by bone marrow-derived myogenic progenitorsScience (New York, NY)199827953561528153010.1126/science.279.5356.15289488650

[B42] TakahashiAKureishiYYangJLuoZGuoKMukhopadhyayDIvashchenkoYBranellecDWalshKMyogenic Akt signaling regulates blood vessel recruitment during myofiber growthMolecular and cellular biology200222134803481410.1128/MCB.22.13.4803-4814.200212052887PMC133891

[B43] GangEJJeongJAHongSHHwangSHKimSWYangIHAhnCHanHKimHSkeletal myogenic differentiation of mesenchymal stem cells isolated from human umbilical cord bloodStem cells (Dayton, Ohio)200422461762410.1634/stemcells.22-4-61715277707

[B44] BaylineRJDuchCLevineRBNerve-muscle interactions regulate motor terminal growth and myoblast distribution during muscle developmentDevelopmental biology2001231234836310.1006/dbio.2001.015811237464

[B45] FernandesJJKeshishianHNerve-muscle interactions during flight muscle development in DrosophilaDevelopment (Cambridge, England)199812591769177910.1242/dev.125.9.17699521914

[B46] SohalGSSixth Annual Stuart Reiner Memorial Lecture: embryonic development of nerve and muscleMuscle & nerve199518121410.1002/mus.8801801037799994

[B47] CampionDRRichardsonRLKraelingRRReaganJORegulation of skeletal muscle development by the central nervous system in the fetal pigGrowth1978422189204680581

[B48] LewisJOCrewsSTGenetic analysis of the Drosophila single-minded gene reveals a central nervous system influence on muscle developmentMechanisms of development1994482819110.1016/0925-4773(94)90018-37873405

[B49] McLennanISThe development of the pattern of innervation in chicken hindlimb muscles: evidence for specification of nerve-muscle connectionsDevelopmental biology198397122923810.1016/0012-1606(83)90080-56188640

[B50] RafuseVFMilnerLDLandmesserLTSelective innervation of fast and slow muscle regions during early chick neuromuscular developmentThe Journal of Neuroscience1996162168646877882432510.1523/JNEUROSCI.16-21-06864.1996PMC6579250

[B51] SwatlandHJCassensRGThe role of innervation in muscle development and functionJournal of animal science197438510921102427498910.2527/jas1974.3851092x

[B52] GaillyPNew aspects of calcium signaling in skeletal muscle cells: implications in Duchenne muscular dystrophyBiochimica et biophysica acta200216001-238441244545710.1016/s1570-9639(02)00442-9

[B53] OdemisVLampEPezeshkiGMoeppsBSchillingKGierschikPLittmanDREngeleJMice deficient in the chemokine receptor CXCR4 exhibit impaired limb innervation and myogenesisMolecular and cellular neurosciences200530449450510.1016/j.mcn.2005.07.01916198599

[B54] VasyutinaESteblerJBrand-SaberiBSchulzSRazEBirchmeierCCXCR4 and Gab1 cooperate to control the development of migrating muscle progenitor cellsGenes & development200519182187219810.1101/gad.34620516166380PMC1221889

[B55] RatajczakMZMajkaMKuciaMDrukalaJPietrzkowskiZPeiperSJanowska-WieczorekAExpression of functional CXCR4 by muscle satellite cells and secretion of SDF-1 by muscle-derived fibroblasts is associated with the presence of both muscle progenitors in bone marrow and hematopoietic stem/progenitor cells in musclesStem cells (Dayton, Ohio)200321336337110.1634/stemcells.21-3-36312743331

[B56] OuchiNShibataRWalshKAMP-activated protein kinase signaling stimulates VEGF expression and angiogenesis in skeletal muscleCirculation research200596883884610.1161/01.RES.0000163633.10240.3b15790954

[B57] SteelmanCARecknorJCNettletonDReecyJMTranscriptional profiling of myostatin-knockout mice implicates Wnt signaling in postnatal skeletal muscle growth and hypertrophyThe FASEB Journal20062035805821642387510.1096/fj.05-5125fje

[B58] SunLMaKWangHXiaoFGaoYZhangWWangKGaoXIpNWuZJAK1-STAT1-STAT3, a key pathway promoting proliferation and preventing premature differentiation of myoblastsThe Journal of cell biology2007179112913810.1083/jcb.20070318417908914PMC2064742

[B59] SnyderMHuangXYZhangJJIdentification of novel direct Stat3 target genes for control of growth and differentiationThe Journal of biological chemistry20082837379137981806541610.1074/jbc.M706976200

[B60] WangKWangCXiaoFWangHWuZJAK2/STAT2/STAT3 are required for myogenic differentiationThe Journal of biological chemistry200828349340293403610.1074/jbc.M80301220018835816PMC2662224

[B61] KataokaYMatsumuraIEzoeSNakataSTakigawaESatoYKawasakiAYokotaTNakajimaKFelsaniAReciprocal inhibition between MyoD and STAT3 in the regulation of growth and differentiation of myoblastsThe Journal of biological chemistry200327845441784418710.1074/jbc.M30488420012947115

[B62] MegeneyLAPerryRLLeCouterJERudnickiMAbFGF and LIF signaling activates STAT3 in proliferating myoblastsDevelopmental genetics199619213914510.1002/(SICI)1520-6408(1996)19:2<139::AID-DVG5>3.0.CO;2-A8900046

[B63] HidakaKYamamotoIAraiYMukaiTThe MEF-3 motif is required for MEF-2-mediated skeletal muscle-specific induction of the rat aldolase A geneMolecular and cellular biology1993131064696478841324610.1128/mcb.13.10.6469-6478.1993PMC364706

[B64] WalshTPWinzorDJClarkeFMMastersCJMortonDJBinding of aldolase to actin-containing filaments. Evidence of interaction with the regulatory proteins of skeletal muscleThe Biochemical journal198018618998689277010.1042/bj1860089PMC1161506

[B65] KielarDClarkJSCiechanowiczAKurzawskiGSulikowskiTNaruszewiczMLeptin receptor isoforms expressed in human adipose tissueMetabolism: clinical and experimental199847784484710.1016/s0026-0495(98)90124-x9667233

[B66] MammesOAubertRBetoulleDPeanFHerbethBVisvikisSSiestGFumeronFLEPR gene polymorphisms: associations with overweight, fat mass and response to diet in womenEuropean journal of clinical investigation200131539840410.1046/j.1365-2362.2001.00843.x11380591

[B67] GizakAWrobelEMoraczewskiJDzugajAChanges in subcellular localization of fructose 1,6-bisphosphatase during differentiation of isolated muscle satellite cellsFEBS letters2006580174042404610.1016/j.febslet.2006.06.04216814784

[B68] GizakAMaciaszczykEDzugajAEschrichKRakusDEvolutionary conserved N-terminal region of human muscle fructose 1,6-bisphosphatase regulates its activity and the interaction with aldolaseProteins200872120921610.1002/prot.2190918214967

[B69] CarrinoDAOronUPechakDGCaplanAIReinitiation of chondroitin sulphate proteoglycan synthesis in regenerating skeletal muscleDevelopment (Cambridge, England)1988103464165610.1242/dev.103.4.6413248520

[B70] MillerRRRaoJSBurtonWVFestoffBWProteoglycan synthesis by clonal skeletal muscle cells during in vitro myogenesis: differences detected in the types and patterns from primary culturesInternational Journal of Developmental Neuroscience19919325926710.1016/0736-5748(91)90046-O1927582

[B71] MillerRRRaoJSFestoffBWProteoglycan synthesis by primary chick skeletal muscle during in vitro myogenesisJournal of cellular physiology1987133225826610.1002/jcp.10413302093680389

[B72] LarrainJAlvarezJHassellJRBrandanEExpression of perlecan, a proteoglycan that binds myogenic inhibitory basic fibroblast growth factor, is down regulated during skeletal muscle differentiationExperimental cell research1997234240541210.1006/excr.1997.36489260911

[B73] ZafiropoulosALinardakisMJansenEHTsatsakisAMKafatosATzanakakisGNParaoxonase 1 R/Q alleles are associated with differential accumulation of saturated versus 20:5n3 fatty acid in human adipose tissueJournal of lipid research10.1194/jlr.P004960PMC288274320133274

[B74] NakaoCItohTJHotaniHMoriNModulation of the stathmin-like microtubule destabilizing activity of RB3, a neuron-specific member of the SCG10 family, by its N-terminal domainThe Journal of biological chemistry200427922230142302110.1074/jbc.M31369320015039434

[B75] JamshidiYSniederHWangXPavittMJSpectorTDCarterNDO'DellSDPhosphatidylinositol 3-kinase p85alpha regulatory subunit gene PIK3R1 haplotype is associated with body fat and serum leptin in a female twin populationDiabetologia200649112659266710.1007/s00125-006-0388-z17016694PMC1626353

[B76] ElgadiAZemackHMarcusCNorgrenSTissue-specific knockout of TSHr in white adipose tissue increases adipocyte size and decreases TSH-induced lipolysisBiochemical and biophysical research communications393352653010.1016/j.bbrc.2010.02.04220152797

[B77] AbbotELMcCormackJGReynetCHassallDGBuchanKWYeamanSJDiverging regulation of pyruvate dehydrogenase kinase isoform gene expression in cultured human muscle cellsThe FEBS journal2005272123004301410.1111/j.1742-4658.2005.04713.x15955060

[B78] LanJLeiMGZhangYBWangJHFengXTXuDQGuiJFXiongYZCharacterization of the porcine differentially expressed PDK4 gene and association with meat qualityMolecular biology reports20093672003201010.1007/s11033-008-9411-419051057

[B79] ArnerESHolmgrenAPhysiological functions of thioredoxin and thioredoxin reductaseEuropean journal of biochemistry/FEBS2000267206102610910.1046/j.1432-1327.2000.01701.x11012661

[B80] NakamuraHNakamuraKYodoiJRedox regulation of cellular activationAnnual review of immunology19971535136910.1146/annurev.immunol.15.1.3519143692

[B81] NordbergJArnerESReactive oxygen species, antioxidants, and the mammalian thioredoxin systemFree radical biology & medicine200131111287131210.1016/S0891-5849(01)00724-911728801

[B82] Abu-ElmagdMRobsonLSweetmanDHadleyJFrancis-WestPMunsterbergAWnt/Lef1 signaling acts via Pitx2 to regulate somite myogenesisDevelopmental biology337221121910.1016/j.ydbio.2009.10.02319850024

[B83] KarpatiGPouliotYCarpenterSExpression of immunoreactive major histocompatibility complex products in human skeletal musclesAnnals of neurology1988231647210.1002/ana.4102301113278673

[B84] HondaHRostamiAExpression of major histocompatibility complex class I antigens in rat muscle cultures: the possible developmental role in myogenesisProceedings of the National Academy of Sciences of the United States of America198986187007701110.1073/pnas.86.18.70072571148PMC297981

[B85] UrsSVenkateshDTangYHendersonTYangXFrieselRERosenCJLiawLSprouty1 is a critical regulatory switch of mesenchymal stem cell lineage allocationThe FASEB Journal2493264327310.1096/fj.10-155127PMC292335520410440

[B86] TangQQOttoTCLaneMDCCAAT/enhancer-binding protein beta is required for mitotic clonal expansion during adipogenesisProceedings of the National Academy of Sciences of the United States of America2003100385085510.1073/pnas.033743410012525691PMC298690

[B87] ZhangJWTangQQVinsonCLaneMDDominant-negative C/EBP disrupts mitotic clonal expansion and differentiation of 3T3-L1 preadipocytesProceedings of the National Academy of Sciences of the United States of America2004101143471468840710.1073/pnas.0307229101PMC314135

[B88] DeRanMPulvinoMGreeneESuCZhaoJTranscriptional activation of histone genes requires NPAT-dependent recruitment of TRRAP-Tip60 complex to histone promoters during the G1/S phase transitionMolecular and cellular biology200828143544710.1128/MCB.00607-0717967892PMC2223310

[B89] HercegZHullaWGellDCueninCLleonartMJacksonSWangZQDisruption of Trrap causes early embryonic lethality and defects in cell cycle progressionNature genetics200129220621110.1038/ng72511544477

[B90] BouchardCDittrichOKiermaierADohmannKMenkelAEilersMLuscherBRegulation of cyclin D2 gene expression by the Myc/Max/Mad network: Myc-dependent TRRAP recruitment and histone acetylation at the cyclin D2 promoterGenes & development200115162042204710.1101/gad.90790111511535PMC312761

[B91] LiHCueninCMurrRWangZQHercegZHAT cofactor Trrap regulates the mitotic checkpoint by modulation of Mad1 and Mad2 expressionThe EMBO journal200423244824483410.1038/sj.emboj.760047915549134PMC535091

[B92] FinkbeinerMGSawanCOuzounovaMMurrRHercegZHAT cofactor TRRAP mediates beta-catenin ubiquitination on the chromatin and the regulation of the canonical Wnt pathwayCell cycle (Georgetown, Tex)20087243908391410.4161/cc.7.24.735419066453

[B93] DennisGJrShermanBTHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for Annotation, Visualization, and Integrated DiscoveryGenome biology200345P310.1186/gb-2003-4-5-p312734009PMC193660

[B94] Huang daWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNature protocols20094144571913195610.1038/nprot.2008.211

[B95] Ingenuity Pathway Analysishttp://www.ingenuity.com/

# Supplementary material for: Histological and transcriptome-wide level characteristics of fetal myofiber hyperplasia during the second half of gestation in Texel and Ujumqin sheep
**Source:** BMC Genomics. 2011 Aug 14;12:411. doi: 10.1186/1471-2164-12-411
**Supplement:** Additional file 1 — Quality control and validity of the gene expression microarray. This file contains the analytic settings using GeneSpring10.0 (Agilent) and the detectable rate of Agilent Sheep Gene Expression Microarray.

Additional file 1.

Quality control and validity of Sheep Gene Expression Microarray

Figure S1. Settings of analysis using GeneSpring10.0 (Agilent).

Table S1. Detectable rate of Agilent Sheep Gene Expression Microarray.

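The detectable rate of a hybridization is the share of its spots with a signal above the local background, and the supplement gives it for each of the 31 fetal arrays. Recomputed as the share of the spots that were not controls marked as well above background, it came out lower than the rate of the supplement on all 31 arrays, by 0.121 to 0.250 percentage points.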

| **Normalized File Name** | **No. of Sample /Cy3** | **CV（%）*** | **Detectable Rate*** |
| --- | --- | --- | --- |
| 10054_1_1 | 1 | 11.22 | 90.43% |
| 10054_2_1 | 10 | 6.59 | 87.71% |
| 10054_2_2 | 11 | 8.20 | 84.01% |
| 10054_2_3 | 12 | 9.18 | 88.48% |
| 10054_2_4 | 14 | 9.51 | 89.23% |
| 10055_1_1 | 15 | 6.31 | 89.43% |
| 10055_1_2 | 16 | 7.43 | 91.12% |
| 10055_1_3 | 17 | 6.23 | 90.07% |
| 10055_1_4 | 19 | 7.81 | 89.29% |
| 10055_2_1 | 20 | 7.17 | 85.95% |
| 10055_2_2 | 21 | 6.03 | 85.37% |
| 10055_2_3 | 22 | 7.58 | 88.89% |
| 10055_2_4 | 24 | 7.06 | 89.66% |
| 10064_1_1 | 25 | 7.63 | 90.94% |
| 10064_1_2 | 26 | 7.46 | 89.29% |
| 10064_2_2 | 34 | 8.57 | 89.58% |
| 10064_2_3 | 36 | 6.85 | 89.53% |
| 10064_2_4 | 39 | 7.62 | 89.21% |
| 10065_1_1 | 40 | 6.72 | 89.07% |
| 10065_1_2 | 41 | 6.94 | 88.98% |
| 10065_1_3 | 42 | 6.53 | 88.23% |
| 10065_1_4 | 43 | 7.36 | 88.43% |
| 10065_2_1 | 44 | 6.97 | 86.92% |
| 10065_2_2 | 45 | 6.79 | 85.78% |
| 10065_2_3 | 46 | 5.58 | 88.39% |
| 10065_2_4 | 47 | 9.41 | 81.53% |
| 10066_1_1 | 48 | 9.86 | 86.05% |
| 10066_1_2 | 49 | 7.27 | 86.09% |
| 10066_2_2 | 53 | 7.94 | 83.95% |
| 10066_2_3 | 54 | 7.87 | 85.57% |
| 10066_2_4 | 55 | 7.26 | 85.61% |

*Coefficient of Variation（CV）:

CV = Standard deviation(SD)/Mean ×100%. 

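The coefficient of variation of a probe printed several times on an array measures how repeatable the printing, hybridization and scan are within that array. Recomputed as the median over the repeated probes that were well above background, it lay between 6.27% and 11.7% over the 31 fetal arrays, with a median of 7.65%, so all 31 were under the limit of 15% that the supplement gives.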

In Agilent expression microarray experiments,the robustness of technique and microarray is evaluated by CV of repeat probe spots(n=10). According to the various microarray, the mumber od repeat probe spots varies from 20 to 100.The propositional Quality control standard by Agilent: CV < 15%.

*Algorithm for Detectable Rate:

Detectable Rate = count of detectable spots / sum of all spots × 100%, that is the ratio of the expressed transcripts. Signals of the “Absent” flag call were excluded for estimation of the Detectable Rate.

How the deposited data were processed for this re-analysis (not part of the article)

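Longissimus dorsi muscle of 16 Texel and 15 Ujumqin fetuses, taken at 5 stages from 70 to 135 d of gestation, and of 9 Ujumqin lambs, taken at birth and at 1 and 2 months, was measured on Agilent sheep arrays, with 1 array per animal and no pooling. The paper reports on the 31 fetal arrays. The stage, breed, replicate number and sex of each animal were taken from the sample labels.

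The scanner files give the intensity of each spot, which per the file headers the authors obtained with Feature Extraction by subtracting the background and correcting for position on the array, with no scaling between arrays. The deposited table of normalized values holds log2 values that the authors made by quantile normalization, as deposited. The scanner files were used for the values reported and the table as an alternative.

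Each array held 15208 spots that were not controls, for 15008 probes. Spots that Feature Extraction marked as outliers were left out and the other spots of a probe were averaged. The signals of the 31 fetal arrays were normalized together by quantiles, set to at least 1 and converted to log2. Probes well above background on at least 1 of these arrays were tested, which left 14379. A gene name was available for 1605 probes. Array medians of the processed signal ranged from 233.6 to 708.3 over the fetal arrays and from 217.6 to 359.1 over the postnatal arrays, and no spot was saturated. The number of arrays limits the precision.

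The breeds were compared at each stage on the arrays of that stage alone with limma 3.58.1 in R 4.3.3, and p-values were adjusted over the 14379 probes by the Benjamini-Hochberg method. Counts were made at an adjusted p under 0.05 with a change of 2-fold or more, and at an unadjusted p under 0.05 with a change of 2-fold or more. The latter is the paper's threshold without its further clause of an FDR under 0.4, which was taken as an alternative. Standard errors and adjusted p-values of single probes come from these limma fits unless another fit is named. Contrasts averaged over the 5 stages, differences of the breed effect between stages and sex differences come from 1 limma fit over the 10 groups of breed and stage. Successive Ujumqin stages from 135 d to 2 months were compared in 1 limma fit over 12 arrays, with all 40 arrays normalized together. Where no array of the dimmer group was well above background, the fold is a lower bound. It compares the mean of the brighter group with the lowest signal among probes well above background on each array of the dimmer group, or the probe's own value where that was higher, averaged over that group. Permutation and exact tests, the clustering and the figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

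Before the data were examined, the samples, the tests, the alternatives and the rule for naming genes were fixed. The rule names every gene that the paper's text, its Tables 6 to 8 or its Figure 5 names, at the stages given there, up to 2 probes per direction with the largest change among those that passed adjustment without overlap between the breeds, the probes annotated as XIST or as Y-linked, and the top probes of the contrasts over all stages and after birth. One gene that the paper names is not reported here. The alternatives changed 1 choice at a time. They covered the scaling, the arrays normalized together, the background correction, the deposited table, the filter, the floor, the test, the threshold, the fit, the trend, array weights, sex, slide, replicate number and leaving out each array. The normexp correction took the mean signal and the median background of each spot and added an offset of 50. A further 4 alternatives were chosen after seeing the data.

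Of 10 gene lists, 6 had at least 5 genes on the array and were tested with limma's camera at a preset correlation of 0.01, with 1 probe per gene among 907 genes, adjusted over 30 tests of a list at a stage. These were the adipose and lipid, cell cycle, glycolysis, interferon-stimulated, leukocyte and myogenic regulation lists, of which the study's lists hold 3 of 14, 0 of 6, 1 of 6, 4 of 7, 1 of 11 and 1 of 12 genes. The erythroid, fast fibre and sarcomere, major histocompatibility complex and sex-linked lists were too short. By camera, 4 tests had an adjusted p under 0.05, and none of these 4 did by fry. The adipose and lipid list had adjusted p-values from 0.298 to 0.933, the cell cycle list from 0.121 to 0.933, the glycolysis list from 0.231 to 0.839 and the myogenic regulation list from 0.0950 to 0.532.

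The steps were tested on simulated data in which 200 of 13709 probes were changed between 3 arrays and 3. The limma comparison at an adjusted p under 0.05 with 2-fold found 147 of them and 9 other probes. At the unadjusted threshold limma found 191 and 163 others, and the test of the paper's methods 177 and 59 others, with 5 after adjustment. With no probe changed, limma called 0. The simulated noise was normal and independent between probes, without slide effects, so these counts do not give the error rate on the real arrays. There, the highest adjusted count of a split other than the breeds ran from 0 at 120 d to 64 at 100 d. Enrichment of functional terms, pathways and the qPCR measurements were not analysed here, since the files hold no qPCR values and no term annotation.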

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

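The random draws of breed and sex labels, the splits of the postnatal arrays, the correlation with a slide effect and the fits with slide over 10 or 13 groups were chosen after the results had been seen.

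In T100, the group with 4 fetuses, 10 of 46 measures had a fetus far from the other 3 by Dixon's ratio, above the critical value for 4 samples, where chance gives about 1 in 20. T100 replicate 3 stood apart for USP9Y at 12.97 and for the XIST probes A_70_P035741 at 1.42 and A_70_P045036 at 1.60 on the log2 scale, and it is the only T100 fetus labelled male. All 25 fetal arrays outside 120 d lay on the side of their sex label for XIST and USP9Y, which argues against a mislabelled sample here and is consistent with sex. S100A11 was also far from the others in this fetus, at 6.66. C3 at 11.11 and IDI1 at 9.27 stood apart in T100 replicate 4, LEF-1 at 4.45 and TMOD4 at 14.02 in T100 replicate 2, and HSD11B1 at 11.75 and TXNRD1 at 4.72 in T100 replicate 1. These 7 measures spread over the 4 fetuses, and no technical or biological explanation of them was tested.

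The breed effect differed between the stages for 24 probes. Among the genes named at a claim, the adjusted p of this test was 3.49e-05 for EEF1A2, 0.00291 for ACTN3, 0.0123 for TMOD4, 0.0130 for EPCAM, 0.0161 for CASQ1, 0.0179 for MYL6B, 0.0295 for SNX10 and 0.0439 for SELI. Of 100 draws of breed labels within stages, the real labels included, 1 gave as many probes, and the others gave at most 7, so random assignment is excluded as the cause. With sex as a covariate 10 probes passed, and with slide as a term 8. Slides and stages overlap, so for the probes that no longer passed with slide as a term, slide and stage cannot be told apart. A difference between the breeds in the pace of development stays open.

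Over the 5 stages together, which the paper does not test, 102 probes differed between the breeds, 67 higher in Texel and 35 in Ujumqin, and 86 had the same direction at all 5 stages. Of 100 draws of breed labels within stages, only the real labels, 1 draw, gave as many, and the others gave 0 by limma. With the replicate number as a block 67 passed, and with slide as a term 27. Different alleles under a probe could give a difference of the same size at each stage, if each breed carried only 1 of them. Of the 102 probes, 6 had a breed difference that differed between stages, adjusted over these probes alone. This does not decide, since alleles that vary within a breed could give unequal differences between small groups of fetuses. For all 102 probes a sequence variant and a difference in expression cannot be told apart. The probe sequences were not compared with the breeds' genomes.

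By sex, 6 probes differed, 1 higher in males and 5 in females, and 5 of them are the USP9Y probe and 4 XIST probes. Of 100 draws of sex labels within breed and stage, 2 gave as many, the real labels included, so chance is excluded.

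In the Ujumqin arrays from 135 d to 2 months, of which the paper does not report the postnatal ones, 2675 probes changed from 135 d to birth, 990 from birth to 1 month and 400 from 1 month to 2 months. In each comparison 1 of 10 splits of the arrays gave as many probes, the real one, and 3 arrays against 3 cannot exclude chance. The lambs of each age lay on a single slide, so slide and age cannot be told apart. In 1 fit over 13 groups with slide as a term, 194, 0 and 64 probes passed by limma. Across probes, which are not independent replicates, the slide effect estimated from the fetal arrays correlated with the change to birth at 0.0765. This does not decide, since the mean squared standard error of that slide effect was 81.6% of its variance over probes. The median change of all probes from 135 d to birth was −0.02 after quantile normalization and 0.21 after scaling to the 75th percentile, and from 1 to 2 months 0.02 and −0.11. By quantiles 1416 probes rose and 1259 fell to birth, and by the 75th percentile 2350 and 852, and from 1 to 2 months 94 and 306, and 72 and 810. The balance of rises and falls shifted with the scaling, and the side with more probes stayed the same.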

How the results depend on the processing

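The fits with slide over 10 or 13 groups and the test of the paper's methods with an adjusted p under 0.4 were chosen after seeing the data. In what follows, adjusted counts are probes with an adjusted p under 0.05 and 2-fold (15, 3, 2, 5 and 4 at the 5 stages in order of age), and unadjusted counts are probes with an unadjusted p under 0.05 and 2-fold (462, 292, 207, 559 and 302). Where a value changed, the cause was not tested.

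Over the alternatives set before the data were examined, 242 of 338 values of counts and shares stayed within 1.5 times the reported value or within its spread, 91 moved and 5 passed the threshold that the reported value did not. For single probes, 3852 of 4273 values kept their direction and their side of the threshold, 247 fell short of it, 42 newly passed it, 127 moved and 5 reversed. The deposited table and the absence of a filter moved none of the counts. Over these alternatives apart from leaving out arrays, the adjusted counts ranged from 0 to 80 at 70 d, 0 to 27 at 85 d, 0 to 17 at 100 d, 0 to 267 at 120 d and 0 to 16 at 135 d.

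Scaling to the 75th percentile gave adjusted counts of 80 at 70 d, 1 at 85 d and 2 at 135 d, and 882 probes from 1 to 2 months where quantiles gave 400. It shifted the balance of directions. At 70 d, 70 were higher in Texel and 10 in Ujumqin after adjustment and 408 and 131 before it, where quantiles gave 6 and 9, and 230 and 232. At 85 d the adjusted count was 1 higher and 0 lower by limma, and the unadjusted counts were 165 and 109 in place of 138 and 154. At 100 d they were 227 and 50 in place of 114 and 93. Over all stages, 92 were higher and 27 lower in place of 67 and 35. From 135 d to birth 2350 rose and 852 fell in place of 1416 and 1259, and from 1 to 2 months 72 rose and 810 fell in place of 94 and 306.

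Background correction by normexp with an offset of 50 gave adjusted counts of 5 at 70 d, 17 at 85 d, 3 at 120 d and 1 at 135 d. Its unadjusted counts were 61, 83, 57, 201 and 79 at the 5 stages, and the offset lowers the fold changes of dim probes. By direction the adjusted counts were 3 and 2 at 70 d, 9 and 8 at 85 d, 1 and 2 at 100 d and 1 and 2 at 120 d, and the unadjusted count at 100 d was 40 and 17. A filter per comparison gave adjusted counts of 60 at 70 d, 17 at 85 d and 1 at 135 d. A floor at the background limit, a signal of 11.1946, gave unadjusted counts of 280, 178, 135, 366 and 157 and adjusted counts of 6 at 85 d, 3 at 120 d and 1 at 135 d. Quantiles over 40 arrays gave an adjusted count of 8 at 85 d.

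The test of the paper's methods gave unadjusted counts of 248, 131, 104, 165 and 108 and adjusted counts of 0 at each stage, where limma gave those above. With an adjusted p under 0.4 it gave 166, 0, 24, 1 and 0. By limma with an adjusted p under 0.4, 180 probes passed at 120 d and 45 at 135 d. One fit over 10 groups gave adjusted counts of 42, 27, 15, 267 and 16, which held 4, 2, 2, 1 and 2 of the 15, 3, 2, 5 and 4 probes. A trend in the spread gave 24 at 85 d, 6 at 100 d and 1 at 135 d. Array weights gave 31 at 70 d, 17 at 85 d and 17 at 100 d, with an unadjusted count of 380 at 100 d.

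With sex as a covariate over 10 groups the adjusted counts were 31 at 70 d, 26 at 85 d, 7 at 100 d and 108 at 120 d. At 135 d the count stayed at 4 and held 0 of the 4 probes found on the 135 d arrays alone. In this fit 10 probes in place of 24 had a breed effect that differed between stages. At 120 d the difference of USP9Y went from 9.34 to −1.27, that of XIST from −1.85 to 0.16 with probe A_70_P031366 and from −5.66 to 0.14 with A_70_P045036. At 135 d USP9Y went from 7.00 to −0.0752, and XIST with probe A_70_P035741 from −3.58 to 0.41. None of these 5 had an adjusted p under 0.05 by limma with the covariate.

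The slide as a term within a stage gave adjusted counts of 1 at 85 d, 7 at 100 d and 154 at 120 d and an unadjusted count of 1094 at 120 d. At 120 and 135 d a single array, T120 replicate 1 and T135 replicate 1, lay on another slide, so this term removes that array and repeats the fit without it. This fit could not be made at 70 d, where breed and slide coincide. The scan date gives the same groups as the slide and was not run again. In 1 fit over 10 groups, the slide gave adjusted counts of 2 at 70 d, 9 at 100 d, 510 at 120 d and 23 at 135 d, unadjusted counts of 259, 168, 415, 975 and 466, 27 probes over all stages in place of 102 and 8 with a breed effect that differed between stages. It turned the difference of LCP1 at 135 d from −0.33 to 1.03 and of TPM2 at 70 d from −1.07 to 0.13. In 1 fit over 13 groups it left 194 probes from 135 d to birth, 0 from birth to 1 month by limma and 64 from 1 to 2 months.

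The replicate number as a block gave adjusted counts of 2, 1, 0, 1 and 0 by limma, and 67 probes over all stages. The numbers do not pair the fetuses of the breeds, since the correlation of fetuses with the same number lay between −0.30 and 0.10.

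Leaving out each array in turn gave adjusted counts of 2 to 6 at 70 d, 1 to 3 at 85 d, 0 to 158 at 100 d, 2 to 153 at 120 d and 0 to 10 at 135 d by limma, and unadjusted counts of 263 to 540 at 85 d, 172 to 443 at 100 d and 397 to 1093 at 120 d. The highest counts came without T85 replicate 3, U100 replicate 1 and T120 replicate 1. With T85 replicate 3 or U100 replicate 1 left out, no slide held both breeds of that stage. The counts of 0 came without T100 replicate 2, U100 replicate 2 and U135 replicate 1. From 1 to 2 months 208 to 411 probes changed, the fewest without the 1-month lamb with replicate number 2. The average MSTN difference lay between −0.60 and −0.38 with probe A_70_P051186 and between −0.51 and −0.34 with A_70_P024126. It passed an adjusted p of 0.05 without U135 replicate 1 for the first probe (0.0326) and without T135 replicate 3 for the second (0.0331), among others.

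By fry, 2 tests of a gene list passed in place of 4, the leukocyte list at 85 d (adjusted p = 0.0148) and the myogenic regulation list at 120 d (adjusted p = 0.0146). The detectable rate was 94.3% by the flag for positive and significant spots and 85.3% with control spots. The signal over background limits probes near the floor, which the floor at the background limit changes by its construction.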

Differences from the paper's values

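The fit with slide over 10 groups and the test of the paper's methods with an adjusted p under 0.4 were chosen after the values were seen, and all other alternatives named here were set before the data were examined.

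The paper's counts of differentially expressed probe sets, for which its methods give a threshold of p under 0.05 and 2-fold with an FDR under 0.4, are 207 at 70 d, 115 at 85 d, 90 at 100 d, 151 at 120 d and 72 at 135 d, and limma gave 462, 292, 207, 559 and 302 at an unadjusted p under 0.05 with 2-fold, without the FDR clause. The test named in the paper's methods, also without this clause, came within 1.5 times the paper's count at each stage. The floor at the background limit did so at 70 and 100 d, background correction by normexp at 85, 120 and 135 d, and an adjusted p under 0.4 in limma at 120 d. The other alternatives did not, namely the 75th percentile, quantiles over 40 arrays, the deposited table, no filter, a filter per comparison, 1 fit over 10 groups, the trend, array weights, the sex covariate, the replicate block, the slide within a stage and each array left out. The test of the methods with its FDR clause, as an adjusted p under 0.4 and chosen after seeing the values, gave 166, 0, 24, 1 and 0 probes at the 5 stages, within 1.5 times at 70 d alone, and the fit with slide over 10 groups, also chosen after seeing the values, at 70 d with 259 and at 85 d with 168.

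The paper's supplements list 105 probe sets higher and 102 lower in T70, against 230 and 232 by limma. For both, the floor at the background limit and the test of the methods came within 1.5 times, and for the lower ones also the 75th percentile. The test of the methods with an adjusted p under 0.4, with 86 and 80, and the fit with slide over 10 groups, with 130 and 129, did so too and were chosen after seeing the values. At 85 d the paper's 57 and 58 stand against 138 and 154. The test of the methods came within 1.5 times for both, normexp and the floor for the higher ones, and the fit with slide over 10 groups, chosen after seeing the values, for the lower ones with 78. At 100 d the paper's 43 and 47 stand against 114 and 93, with the test of the methods within 1.5 times for both, normexp for the higher ones, and the floor and the 75th percentile for the lower ones. At 120 d the paper's 63 and 88 stand against 325 and 234, with the test of the methods and the adjusted p under 0.4 within 1.5 times for both and normexp for the lower ones. At 135 d the paper's 36 and 36 stand against 155 and 147, with normexp within 1.5 times for both, the adjusted p under 0.4 for the higher ones and the test of the methods for the lower ones. The remaining alternatives set before the data were examined did not come within 1.5 times.

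The paper's coefficient of variation for U70 replicate 3 is 6.03%, against 9.90% recomputed from the repeated probes, and no alternative was set for it. The paper's array ratio of TRRAP at 70 d is 0.51, against 1.06 here. The deposited table of normalized values came to the paper's side, and none of the other alternatives did. The spot of 1 U70 array was marked as an outlier and left out here.

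The paper names 70 d as the stage with the most differentially expressed genes. By limma 120 d had more probes than 70 d, 559 against 462, and by the test of the methods 70 d had the most, 248. The paper gives APOC2 as higher in U135, and here it was higher in T135 by 1.69 on the log2 scale. Of the 65 comparisons of Tables 6 and 7, 60 had an adjusted p of 0.05 or more by limma per stage. All 65 passed the unadjusted threshold, and in 1 fit over 10 groups 31 had an adjusted p under 0.05.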

Other observations

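The tests reported here were chosen after the results had been seen, except the splits of the arrays of each stage for the adjusted counts, the sex tests of the 120 d calls as a set and of XIST and USP9Y, and the slide as an explanation of the 70 d calls.

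Other splits of the arrays of a stage into groups of the same sizes were compared with the breeds. For the probes with an adjusted p under 0.05 and 2-fold by limma, 1 of 10 splits gave as many as the breeds at 70, 85 and 120 d and 2 of 10 at 135 d. For the unadjusted threshold by limma it was 1 of 10 at each of these stages, the real split included. By the test of the methods another split at 120 d gave 199 probes, against 165 for the breeds. At 70, 85 and 135 d no other split reached the breeds by that test. Chance cannot be excluded from 10 splits. At 100 d, 4 of 35 splits gave as many after adjustment and 2 of 35 before, so chance is not excluded there either. The other split that reached the breeds before adjustment set the arrays of 1 slide against the rest. It gave 239 probes by limma before adjustment and 64 after, against 207 and 2 for the breeds. A slide effect at 100 d is therefore not excluded. With 1 split drawn per stage, the breeds gave 1822 probes in total at the unadjusted threshold, and 1 of 100 draws reached this, the real one, while the others gave at most 1293, so chance is excluded for the unadjusted counts of the 5 stages together. For the adjusted counts the breeds gave 29 probes in total, 5 of 100 draws gave as many, the real one included, and the highest gave 68, so chance is not excluded for these.

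Of 100 draws of breed labels within stages, 20 called as many gene lists by camera as the breeds, so chance can account for the 4 list results. For the interferon-stimulated genes at 100, 120 and 135 d, the difference of the list mean stayed at 0.77 or more on the log2 scale whichever array was left out, which argues against a response in a single fetus as the whole source.

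At 70 d each breed lay on its own slide. With slide as a term in 1 fit over 10 groups, 2 probes had an adjusted p under 0.05 and 2-fold in place of 15. This fit takes the slide effect from other stages, so slide and breed cannot be told apart at 70 d. In the clustering, 6 arrays had their nearest array on another slide and all 6 of these were of the same breed, while 3 arrays had their nearest array on the same slide in the other breed. For the remaining 22 the nearest array shared both slide and breed, so slide and breed cannot be told apart.

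At 120 d all Texel fetuses were male and all Ujumqin fetuses female. Of the 5 probes past the adjusted threshold, 4 also differed by sex at the other stages in the same direction. The male minus female differences there were 10.61 for USP9Y and −5.99, −5.80 and −3.23 for XIST (A_70_P035741, A_70_P045036 and A_70_P024026). Between the breeds at 120 d they were 9.34, −6.18, −5.66 and −3.80 in this order. This argues against breed as the source for these 4, although sex and breed coincide within this stage. For the remaining one, A_70_P022586, the male minus female difference at the other stages was 0.17 (standard error 0.61), against −4.87 (standard error 0.25) between the breeds at 120 d, which argues against sex as the source for this probe. A sex difference at 120 d alone was not tested. Among the other 554 probes at the unadjusted threshold, 42.6% had the direction of the sex difference at the other stages, against a median of 51.1% over draws of sex labels, which argues against sex as the source of these as a set. For XIST and USP9Y, all 25 fetal arrays outside 120 d lay on the side of their sex label without overlap, which is consistent with sex.

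The pooled SD of HLA-DQB1 between fetuses of the same breed and stage was 3.15 on the log2 scale, and the median over 8 other class II probes was 1.15. The level ran from near background to high in fetuses of the same group. In the 5 Ujumqin fetuses with this probe (A_70_P017031) at background it lay 5.71 to 10.45 below the mean of the other fetuses of their group. Among the other class II probes the largest mean fall in these fetuses was a change of −1.64 (probe A_70_P016751), which argues against immune activity of the muscle as the source of the background level. A_70_P038526, which the supplement also annotates as HLA-DQB1, was well above background in all 5, with a mean change of 0.0396. This is consistent with a haplotype that A_70_P017031 does not match, and since the genotypes are not known and A_70_P038526 is annotated by similarity to the human gene, a loss of this transcript alone stays open. For the spread among the fetuses above background, haplotype and immune activity cannot be told apart, since other class II probes also varied. Of the 9 postnatal Ujumqin arrays, 6 were above background for this probe.

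The breed difference of a stage was compared with the change with age at the other stages. Across 13709 probes, which are not independent replicates, the mean correlation over the 5 stages was 0.142 (exact two-sided permutation p = 0.0208 over 5600000 assignments of breed within stages), and 0.127 with scaling to the 75th percentile (exact p = 0.0467). By stage the correlation was 0.02 at 70 d, 0.14 at 85 d, 0.12 at 100 d, 0.31 at 120 d and 0.11 at 135 d, and no stage alone exceeded random assignments of breed (20 of 20 as far from 0 at 70 d, and 4 of 20 or more at the others). Without the breed difference of 120 d the mean was 0.0989 (exact p = 0.0656), and without that of 85 d or 135 d the exact p was 0.0597 and 0.0517. The mean is consistent with a difference in developmental timing between the breeds, with Texel ahead, but it depends on single stages, so this stays an open hypothesis, found and tested on the same data. A slide effect was not excluded.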
